# Transcriptional repression and enhancer decommissioning silence cell cycle genes in postmitotic tissues

**DOI:** 10.1093/g3journal/jkae203

**Published:** 2024-08-22

**Authors:** Elizabeth A Fogarty, Elli M Buchert, Yiqin Ma, Ava B Nicely, Laura A Buttitta

**Keywords:** chromatin, cell cycle, gene expression

## Abstract

The mechanisms that maintain a non-cycling status in postmitotic tissues are not well understood. Many cell cycle genes have promoters and enhancers that remain accessible even when cells are terminally differentiated and in a non-cycling state, suggesting their repression must be maintained long term. In contrast, enhancer decommissioning has been observed for rate-limiting cell cycle genes in the *Drosophila* wing, a tissue where the cells die soon after eclosion, but it has been unclear if this also occurs in other contexts of terminal differentiation. In this study, we show that enhancer decommissioning also occurs at specific, rate-limiting cell cycle genes in the long-lived tissues of the *Drosophila* eye and brain, and we propose this loss of chromatin accessibility may help maintain a robust postmitotic state. We examined the decommissioned enhancers at specific rate-limiting cell cycle genes and showed that they encode for dynamic temporal and spatial expression patterns that include shared, as well as tissue-specific elements, resulting in broad gene expression with developmentally controlled temporal regulation. We extend our analysis to cell cycle gene expression and chromatin accessibility in the mammalian retina using a published dataset and find that the principles of cell cycle gene regulation identified in terminally differentiating *Drosophila* tissues are conserved in the differentiating mammalian retina. We propose a robust, non-cycling status is maintained in long-lived postmitotic tissues through a combination of stable repression at most cell cycle genes, alongside enhancer decommissioning at specific rate-limiting cell cycle genes.

## Introduction

Transcriptional control for many genes can be simplified into 2 categories of gene regulation: housekeeping genes with broad, ubiquitous expression and developmentally dynamic genes with cell type- or temporally-specific expression patterns. Work in *Drosophila* cells has characterized fundamental differences between these modes of gene regulation and shown that housekeeping genes and developmentally dynamic genes have unique enhancer architectures and preferentially use different types of core promoters (Zabidi *et al*. 2015). For example, enhancers that activate housekeeping-type promoters are often shared across cell types and located near gene transcription start sites (TSS), while enhancers that pair with developmental-type promoters are more likely to exhibit cell type-specific activity and are predominantly found in introns or intergenic regions. In these high-throughput, genome-wide enhancer identification studies, cell cycle genes were characterized as enriched among housekeeping-type genes (Zabidi *et al*. 2015). This characterization is consistent with a number of other studies using genome-wide transcriptomic measurements across panels of tissues to classify housekeeping and tissue-specific genes (Hsiao *et al*. 2001; Farré *et al*. 2007; Dezso *et al*. 2008; She *et al*. 2009; Chang *et al*. 2011; Joshi *et al*. 2022). However, the designation of cell cycle genes as “housekeeping” belies the complex regulation of cell cycle genes in vivo, where these genes are subject to spatial and temporal developmental dynamics (Kakizuka *et al*. 1992; Lehman *et al*. 1999; Jones *et al*. 2000; Geng *et al*. 2001; Thacker *et al*. 2003). Most studies identifying housekeeping and tissue-specific genes have utilized panels of only adult-stage tissues and have therefore been limited to the resolution of spatial rather than temporal expression dynamics. Furthermore, some groups have measured gene expression breadth based on binary on/off designations in each tissue, without regard to variation in expression level across tissues or time points. Indeed, the large dynamic range of expression for cell cycle genes has been noted in at least one study that included both early developmental and adult tissues in an analysis of the mouse transcriptome, where it was observed that genes involved in mitosis and cytokinesis were generally lowly expressed across adult tissues but much more highly expressed in the embryo (Zhang *et al*. 2004). The complex developmental regulation of cell cycle genes is especially obvious in tissues undergoing cell cycle transitions that are temporally regulated and coordinated with terminal differentiation programs, as in mammalian muscle and neuronal lineages as well as *Drosophila* eye, wing, and brain (Schubiger and Palka 1987; Milán *et al*. 1996; Firth and Baker 2005; Siegrist *et al*. 2010; Ruijtenberg and van den Heuvel 2016; Meserve and Duronio 2017).

When cells transition from a proliferating to a postmitotic state during development, cell cycle gene transcriptional control switches from activation to repression. This is thought to be largely mediated by the transcription factor complex E2F, which controls the expression of hundreds of cell cycle genes and can form an activating or repressive complex, based on its binding partners and the particular E2F subunit present in the complex (Fischer and Müller 2017; Fischer *et al*. 2022). The E2F activator complex in *Drosophila* contains E2F1 with its dimerization partner (DP), while the E2F repressive complex contains E2F1 or E2F2 complexed with the inhibitory Retinoblastoma family (Rbf) protein along with components of a conserved complex called DREAM, for DP, retinoblastoma (RB)-like, E2F and MuvB (Korenjak *et al*. 2004). Rbf and/or DREAM serves a critical function in cell cycle gene silencing during cell cycle exit (Litovchick *et al*. 2007), but whether this complex continuously maintains cell cycle gene repression over the longer term in postmitotic tissues is unclear. Importantly, the E2F-Rb axis is highly evolutionarily conserved, with E2F and Rb homologs present across metazoans and even in plants (Dewitte and Murray 2003; Cross *et al*. 2011). Therefore, it is not surprising that the study of cell cycle regulation in *Drosophila* has provided important insights that apply to many other systems.

We previously showed that postmitotic cells in the *Drosophila* wing lose chromatin accessibility at activating enhancers for 3 specific rate-limiting cell cycle genes after cell cycle exit (Ma *et al*. 2019). These include the G1-S cyclin Cyclin E (CycE), the activator E2F subunit E2F1, and the mitotic Cyclin/Cdk phosphatase that mediates mitotic entry Cdc25c (called String [Stg] in flies) (Neufeld *et al*. 1998). We suggested this closing of enhancers, or “enhancer decommissioning” may contribute to the robustness of permanent cell cycle exit and is likely to be developmentally controlled, since even bypassing cell cycle exit and keeping cells in a cycling state could not prevent the closing of regulatory elements at these genes (Ma *et al*. 2019). The genomic loci for *cycE*, *stg*, and *e2f1* are unique among *Drosophila* cell cycle genes in that they contain complex, modular cis-regulatory regions, making them similar in architecture to genes characterized as developmentally regulated (Lehman *et al*. 1999; Jones *et al*. 2000; Andrade-Zapata and Baonza 2014; Lopes and Casares 2015). Indeed, hundreds of *Drosophila* cell cycle genes exhibit a simple enhancer architecture similar to what has been described for housekeeping genes. We were surprised to find that these genes retain TSS-adjacent chromatin accessibility after transcriptional silencing, suggesting they are subject to continual, long-term repression after cell cycle exit. Thus, our emerging model for maintenance of the postmitotic state includes stable repression of hundreds of cell cycle genes—perhaps through long-term occupation of promoter-proximal regulatory regions by repressive E2F complexes—together with enhancer decommissioning at the few cell cycle genes with complex enhancer architecture. However, this model is largely based on chromatin accessibility and gene expression data from the *Drosophila* wing, which is a short-lived tissue where cells are destined to die by apoptosis shortly post eclosion (Link *et al*. 2007). One possibility is that short-lived tissues may employ alternative strategies to achieve a relatively short-term and/or less stringent repression of cell cycle genes and may not be representative of all tissues. Here, we address the question of whether postmitotic tissues that persist for the lifetime of the animal follow the same principles of cell cycle gene regulation. Further, we explore the evolutionary conservation of this model by analyzing chromatin accessibility and gene expression data for cell cycle genes in the developing mouse retina.

## Methods

### E2F transcriptional reporter assays

The PCNA-GFP reporter with characterized E2F binding sites is described by Thacker *et al*. (2003). For Fig. 1, genotypes were *w*; *+*; *PCNA-GFP* with animals aged at 25°C. For Fig. 3, genotypes were as follows:

- Control: *y,w,hs-flp/PCNA-EmGFP; +/+; act > stop > Gal4, UAS-RFP*
- +E2F: *y,w,hs-flp/PCNA-EmGFP; +/UAS-E2F1, UAS-Dp; act > stop > Gal4, UAS-RFP/+*
- E2F + DK4: *y,w,hs-flp/PCNA-EmGFP; +/UAS-CycD, UAS-Cdk4; act > stop > Gal4, UAS-RFP/UAS-E2F1, UAS-Dp*
- UAS-E2F and UAS-DP are from BDSC 4774
- PCNA-EmGFP on X is from BDSC 25677
- UAS-CycD, UAS-Cdk4 are from (Datar *et al*. 2000)
- y,w, hsflp is from BDSC 1929
- act > stop > Gal4 on III is from BDSC 4780

**Fig. 1.**
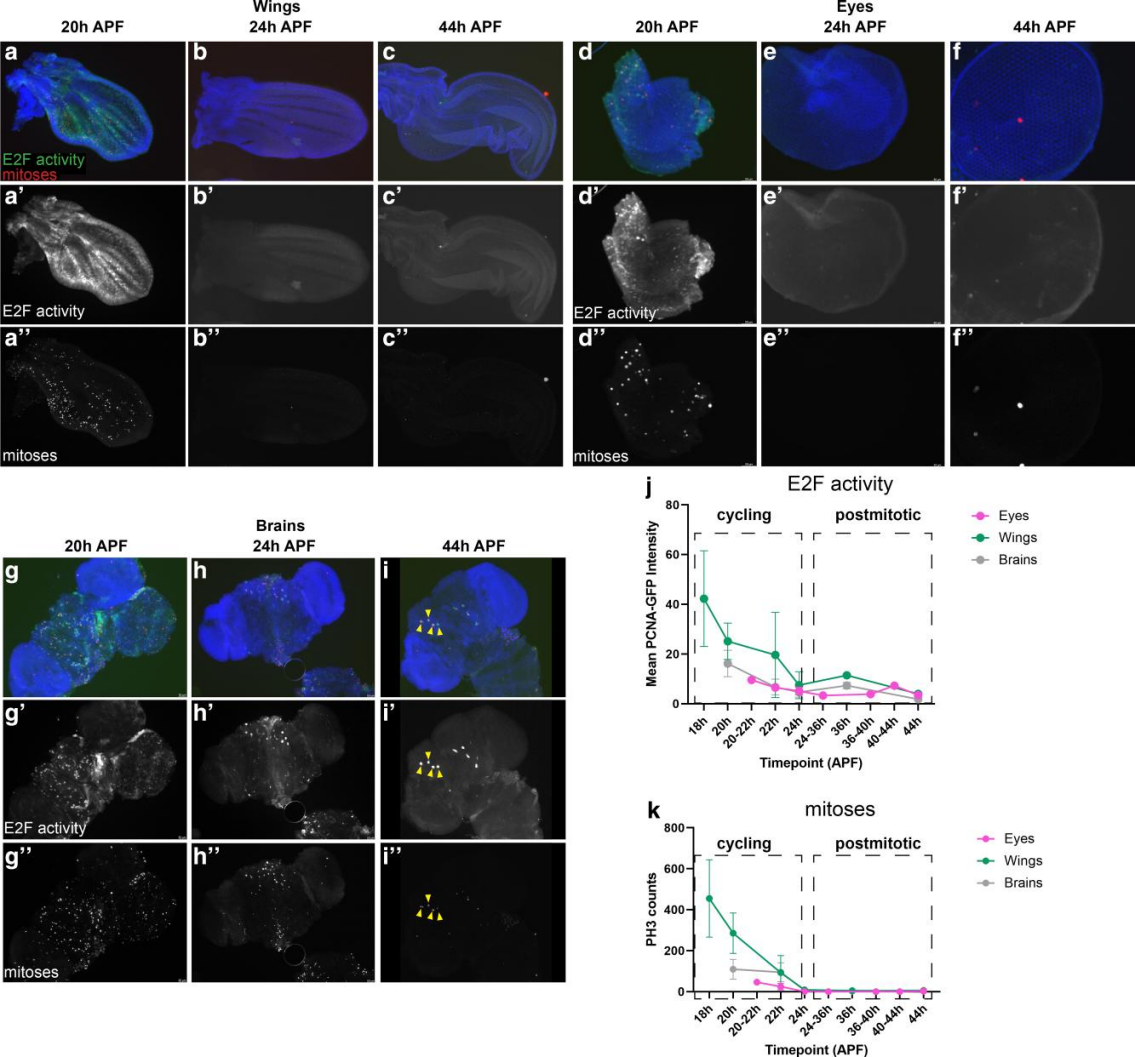
The timing of cell cycle exit in the *Drosophila* wing, eye and brain are similar. (a–c) Wings, (d–f) eyes, and (g–i) brains were dissected from staged pupa and stained for mitoses (anti-Phospho-Histone H3) and E2F transcriptional activity (anti-GFP for PCNA-GFP reporter) at the timepoints indicated. Quantifications of PCNA-GFP reporter and mitotic counts are provided in (j) and (k) respectively. Animals were collected as white pre-pupa (0 h APF) and incubated at 25°C to the indicated timepoints. Yellow arrowheads indicate 4 of the 8 mushroom body neuroblasts that continue to cycle until 96 h APF (Siegrist *et al*. 2010). In overlays, blue = DNA (Dapi), red = mitoses (PH3), and green = E2F activity (PCNA-GFP reporter). Sample numbers; eyes 20–22 h *n* = 5, 24 h *n* = 5, 36–44 h *n* = 7, wings 18–22 h *n* = 12, 24 h *n* = 2, 36–44 h *n* = 2, brains, 20–22 h *n* = 14, 24 h *n* = 7, 36–44 h *n* = 5.

Animals were heat-shocked for 20 min at 37°C at 24–28 h after puparium formation (APF) and dissected at 40–44 h APF. The numbers of replicates are indicated in the figure legend, with *n*-value representing biological replicates from individual animals, which may include siblings from the same cross.

### Immunofluorescence

Tissues were fixed in 4% Paraformaldehyde/PBS and stained as described (Ma *et al*. 2019). Mitoses were assayed using rabbit anti-phospho-histone H3 (PH3), (Cell Signaling) at 1:1,000. Anti-GFP staining was performed with rabbit anti-GFP antibody (Invitrogen) at 1:1,000. Secondaries were Alexa-488- or Alexa564-conjugated goat anti-rabbit (Invitrogen) used at 1:2,000. DNA was stained with Dapi (Sigma). Tissues were mounted on slides with Vectashield (Vector Labs) mounting medium and imaged with a Leica SP5 confocal microscope.

### ATAC-Seq and RNA-Seq sample and library preparation

Genotypes and staging: Wings, eyes, and brains were dissected from *w^1118^*/*y, w, hsflp^122^*; *+*; *+* female animals for all samples. Animals were raised at room temperature on Bloomington Cornmeal media without malt extract (bdsc.indiana.edu/information/recipes/bloomfood.html). Larval samples were dissected from wandering larvae isolated from uncrowded vials. Vials with more than ∼100 larvae were diluted into fresh vials to keep larvae uncrowded. Pupa were collected from vials at the white pre-pupa stage (WPP) as described (Flegel *et al*. 2013), which was taken at 0 h APF and incubated on damp Kimwipes at 25°C to the indicated hours APF.

ATAC-seq: Wing ATAC-Seq data were previously published and re-analyzed for the current study (Buchert *et al*. 2023). All samples were dissociated using collagenase/dispase prior to a standard Omni-ATAC protocol, as previously described (Corces *et al*. 2017; Buchert *et al*. 2023); 10 wings, 16 eyes, or 3 brains were used per sample with 3 samples generated per condition. Larval eye discs were separated from antenna discs during dissection. Library quality was assessed with an Agilent Bioanalyzer or Tape Station. Wing and eye ATAC-Seq libraries were sequenced on an Illumina NovaSeq SP 100 cycle flow cell for 50 bp paired end reads, at a target depth of 90 million reads per sample. Brain ATAC-Seq libraries were sequenced on an Illumina NovaSeq S4 300 cycle flow cell for 150 bp paired end reads, at a target depth of 70 million reads per sample.

RNA-seq: Wing RNA-Seq data were previously published and re-analyzed for the current study (Ma *et al*. 2019); 16 eyes were used per sample, with 2 or 3 samples generated per condition. Larval eye discs were separated from antenna discs during dissection. RNA was extracted using a standard Trizol/chloroform protocol, precipitated overnight at −20C in isopropanol, and quality was assessed with Agilent Bioanalyzer. Libraries were prepared using polyA selection and again assessed with Agilent Bioanalyzer or Tape Station prior to sequencing. Libraries were sequenced on an Illumina NovaSeq SP 100 cycle flow cell for 50-bp paired end reads, at a target depth of 90 million reads per sample.

### ATAC-Seq data analysis

Adaptors and low-quality bases were trimmed using cutadapt 1.18 (Martin 2011). Reads were aligned to DM6 or MM10 using Bowtie2.4.1 (Langmead and Salzberg 2012) using –local –very-sensitive parameters and max fragment size set to 1,000 bp. PCR duplicates were marked using picard-tools 2.8.1 MarkDuplicates (“Picard Toolkit.” 2019. Broad Institute, GitHub Repository. https://broadinstitute.github.io/picard/; Broad Institute). Downsampling was done to normalize read depth across samples and reads spanning less than 120 bp (sub-nucleosomal fragments) were used for analysis. BAM files were generated using samtools 1.5 (Li *et al*. 2009), and peaks were called using macs2 version 2.1.2 (Zhang *et al*. 2008). Only peaks that were identified in all replicates for a given time point were used in downstream analyses. Peaks mapping to blacklist regions (Amemiya *et al*. 2019) and LINE/LTR repeat regions (Karolchik *et al*. 2004) were excluded from analyses. Peaks were assigned to genomic features and nearest genes using R package ChIPpeakAnno (Zhu *et al*. 2010). Bigwig tracks and line plots were generated using DeepTools utilities (Ramirez *et al*. 2014). Motif enrichment analysis was performed using homer version 4.11.1 (Heinz *et al*. 2010). Peak comparisons such as intersection with STARR-Seq enhancers were performed using bedtools utilities (Quinlan and Hall 2010). Bootstrapping analyses to generate 95% confidence intervals for ATAC peak genomic distributions and ATAC peaks per gene were performed using custom R script (available upon request) with 1,000 replications.

### RNA-Seq data analysis

Low-quality bases were trimmed using cutadapt 1.18 (Martin 2011). Reads were aligned to DM6 or MM10 using STAR (Dobin *et al*. 2013). BAM files were generated using samtools 1.5 (Li *et al*. 2009). Read coverage per gene was calculated using featureCounts from subread version 1.6.0 (Liao *et al*. 2014). Normalized LogCPM values were generated in edgeR (Robinson *et al*. 2010). Bigwig tracks were generated using DeepTools utilities (Ramirez *et al*. 2014). Gene expression heatmaps were generated using R package pheatmap version 1.0.12. _pheatmap: Pretty Heatmaps_. R package version 1.0.12, <https://CRAN.R-project.org/package=pheatmap>).

### ChIP-Seq data analysis

Reads were aligned to DM6 or MM10 using Bowtie2.4.1 (Langmead and Salzberg 2012) using –local –very-sensitive parameters, and max fragment size set to 1,000 bp. BAM files were generated using samtools 1.5 (Li *et al*. 2009). Bigwig tracks and line plots were generated using DeepTools utilities (Ramirez *et al*. 2014).

### Enhancer reporter assays

Gal4 driver lines were generated as part of the Janelia Flylight Gal4 or Vienna Tile collections (Pfeiffer *et al*. 2008; Kvon *et al*. 2014). These lines were crossed to G-TRACE reporter lines (Evans *et al*. 2009) and were reared and staged as described above. Samples were dissected and fixed as above, DAPI-stained, mounted in VectaShield, and imaged on a Leica DMI6000 or Leica SP5. *N* is the number of biological replicates with 2–18 samples imaged per condition.

### HCR-FISH assays

Detection of *stg* and *E2f1* transcripts in situ was performed using hybridization chain reaction (HCR)- fluorescent in situ hybridization (FISH) based on the protocol developed by Choi *et al*. (2018) and with adaptation to insects by Bruce and Patel (2020). Tissues were dissected in cold 1X PBS and fixed with 4% paraformaldehyde in 1X PBS for 30 min at room temperature (RT). Larval tissues were included in every dissection as a positive control for transcript expression. Fixed samples were washed 2 times in PBST (1X PBS with 0.1% Triton-X) for 5 min each. In the case of pupal wings, tissues were moved to a dissection dish for removal of the pupal cuticle surrounding the wings. Tissues were washed 2 times in 1X PBS for 5 min each, then moved to ice and washed in a series of increasing methanol solutions containing cold 25, 50, and 75% methanol in 1X PBS for 5 min each. Tissues were washed with cold 100% methanol 2 times for 5 min each before storing in 100% methanol at −20C. To begin the hybridization protocol, tissues were rehydrated step-wise by moving to 75, 50, and 25% methanol in PTw (1X PBS with 0.1% Tween-20) for 5 min each, then washed 2 times in PTw for 5 min each. Tissues were washed in Detergent Solution (1% SDS, 0.5% Tween-20, 50 mM Tris–HCl, 1 mM EDTA, and 150 mM NaCl) for 30 min at RT, then incubated in Probe Hybridization Buffer (Molecular Instruments, CA) at 37C for 30 min shaking at 600 rpm. Stg or E2f1 probe sets (Molecular Instruments) were used overnight at 4 nM in a probe hybridization buffer at 37C and shaking at 600 rpm. Samples were washed with Probe Wash Buffer (Molecular Instruments) at 37C, shaking at 600 rpm, and 4 times for 15 min each. Tissues were then washed with 5X SSCT (5X SSC buffer and 0.1% Tween-20) 2 times at RT for 5 min each. Samples were incubated in Amplification Buffer (Molecular Instruments) at RT for 30 min. Fluorescent hairpins (Molecular Instruments) were prepared by heating at 95C for 90 s and then cooling at RT for 30 min in the dark. Hairpins were applied to samples at 60 nM in Amplification Buffer and kept overnight at 23C with shaking at 600 rpm and protected from light from this point forward. Samples were washed with 5X SSCT at RT 2 times for 5 min each, then 2 times for 30 min each, and then 1 time for 5 min. Tissues were stained with 1 ng/mL DAPI in PBST for 10 min prior to mounting in Vectashield and imaging on a Leica SP8 confocal microscope. Three to 10 samples were imaged per condition.

## Data access

Data generated in this study can be accessed from GEO GSE263160.

Previously published datasets: Larval and pupal wing ATAC-Seq data can be accessed from GEO GSE211152. Larval and pupal wing RNA-Seq data can be accessed from GEO GSE131981. ENCODE-generated RNA-Seq data from larval and 2-day pupa brain can be accessed from NCBI BioProject PRJNA75285, samples SRX029398, SRX042030, and SRX029404. STARR-Seq data can be accessed from GEO GSE57876. Trl ChIP-Seq from the wing disc can be accessed from GEO GSE38594. DREF ChIP-Seq from Kc cells can be accessed from GEO GSE39664. M1BP ChIP-Seq from Kc cells can be accessed from GEO GSE142531. Myc ChIP-Seq from Kc cells can be accessed from GEO GSE39521. RNA-Seq, ATAC-Seq, and ChIP-Seq datasets from developing mouse retina can be accessed from GEO GSE87064.

## Results and discussion

We have previously shown in the developing *Drosophila* wing that most cell cycle gene loci have simple chromatin accessibility profiles, harboring a single region of open chromatin near the transcription start site (Ma *et al*. 2019). By assaying chromatin accessibility at time points before, during, and after cell cycle exit, we observed that the chromatin accessibility at these genes is maintained after cell cycle exit. Indeed, cell cycle gene promoters remain accessible in the wing even at time points long after cell cycle exit has occurred, cell cycle gene transcripts are no longer expressed, and the tissue has initiated its terminal differentiation program. To address whether these findings represent a wing-specific phenomenon or are also representative of long-lived tissues, we chose to compare our findings in the wing to 2 tissues that persist in the adult fly, the eye and the brain. We selected the eye and brain for this comparison because these tissues are composed of diploid cells that persist throughout adulthood and their final cell cycles occur during metamorphosis with roughly similar timing to the wing. In the wing, epithelial cells undergo a final cell cycle between 10 and 24 h APF (Schubiger and Palka 1987; Milán *et al*. 1996). In the eye, cell cycle exit is much less temporally synchronous; a subset of photoreceptor and cone cells exit from the cell cycle during larval and early pupal stages as the spatiotemporal morphogenetic furrow sweeps across the eye (Wolff and Ready 1991; Firth and Baker 2005). This is followed by final cell cycles for pigment cells and bristle precursors in the pupa retina that complete by 24 h APF (Buttitta *et al*. 2007; Meserve and Duronio 2017). In the brain, neural stem cells (termed neuroblasts) give rise to intermediate cell types to ultimately produce multiple neuronal and glial subtypes (Maurange and Gould 2005; Rajan *et al*. 2021). The majority of neuroblasts also exit from the cell cycle around 24 h APF. Apart from 8 central brain neuroblasts termed the “mushroom body” neuroblasts, the brain is nearly fully postmitotic after 24 h APF (Siegrist *et al*. 2010; Homem *et al*. 2014). To confirm that the timing of cell cycle exit in these tissues corresponds with E2F-dependent transcriptional repression, we assayed for mitotic events via antibody staining against phosphorylated histone H3 as well as the silencing of cell cycle gene expression through a well-characterized E2F transcriptional activity reporter, *pcna*-GFP, based upon an E2F-regulated enhancer at the *proliferating cell nuclear antigen* locus (Thacker *et al*. 2003). In all 3 tissues, E2F transcriptional activity and mitoses are readily detected at 20 h APF, largely silenced by 24 h APF, and remained silenced at 44 h APF (Fig. 1).

We next expanded upon our previous work by measuring chromatin accessibility and gene expression in wing, eye, and brain at selected time points before, during, and after cell cycle exit (Fig. 2a). 

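The RNA-Seq data analysed here are from the eye, in 8 samples of 16 eyes each from female animals: 2 samples at L3, 3 at 24 h APF and 3 at 44 h APF. RNA was selected for polyA tails. The authors trimmed the reads with cutadapt, aligned them to DM6 with STAR, counted them per gene with featureCounts and deposited normalized Log2-transformed CPM values from edgeR for 11458 genes. The values are log2 CPM after a scaling of the libraries and the addition of a small prior count to every gene. Both could be recovered from the values, because the lowest values of a library rise in steps of 1 read. The number of whole reads was recovered for 100% of the values. By these reads, 91439062 and 88149667 reads were counted on genes in the L3 samples. The 24 h APF samples had 90793626, 111158902 and 101964541 reads, and the 44 h APF samples had 85035438, 114679078 and 94349662 reads. The paper gives a target depth of 90000000 reads per sample, which is a target for sequencing and not for reads counted on genes. The scaling factors of the authors lay between 0.952 and 0.969 at L3, between 1.07 and 1.10 at 24 h APF and between 0.923 and 0.974 at 44 h APF, so the choice of scaling bears most on comparisons with 24 h APF. A single read corresponded to 0.00817 to 0.0121 CPM, and a gene with 3 reads or fewer in a library was taken as not measurable there. Every listed gene had at least 10 reads in at least 2 samples, a filter that the paper's text does not name. Differences between stages were tested with limma on the deposited log2 CPM values, with all 8 samples in 1 fit and a trend of variance with expression, for the 9403 genes above 1 CPM in at least 2 samples. The p-values were adjusted with the Benjamini-Hochberg method and called at 0.05. Positions are given in DM6. The wing and brain RNA-Seq data and the ATAC-Seq data were not analysed here.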

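In the eye, all 284 genes of Supplementary Table 1 have values, and 282 passed the filter on low values. From L3 to 24 h APF, 241 of the 282 genes were lower and 13 were higher (limma, adjusted p under 0.05), and 28 were not called. From L3 to 44 h APF, 263 were lower and 9 higher. Between 24 h APF and 44 h APF, 221 were lower and 19 higher. Adjusted over the list alone, the numbers were 241 lower and 13 higher, 263 lower and 9 higher, and 222 lower and 19 higher, in the same order. With the authors' scaling, genes outside the list changed in both directions in similar numbers. Of 9121 such genes, 3217 were lower and 3352 higher at 24 h APF than at L3, 3759 were lower and 3866 higher at 44 h APF than at L3, and 3593 were lower and 3172 higher at 44 h APF than at 24 h APF. This balance depends on the scaling. With library totals, 2652 of all tested genes were lower and 4097 higher at 24 h APF than at L3. At 44 h APF, 4832 were then lower and 2573 higher than at 24 h APF. The median log2 fold change of the list was -1.14 from L3 to 24 h APF, with quartiles of -2.08 and -0.54. From L3 to 44 h APF it was -1.73, with quartiles of -3.42 and -0.997, and from 24 h to 44 h APF it was -0.71, with quartiles of -1.33 and -0.35. A single listed gene was at or under 3 reads in every 44 h APF sample, and the median was also -1.73 and -0.71 with that gene set to its lower bound. The median of the list lay below that of the other genes by a difference of -1.15, -1.74 and -0.65 in the 3 comparisons. The camera test of limma, with a preset correlation of 0.01 between genes, gave p = 2.08e-21, 8.17e-24 and 4.11e-13. With the correlation estimated from the data (0.0153), the camera p-values were 0.000466, 0.000355 and 0.00163, and the fry test of limma gave p = 5.11e-09, 3.65e-10 and 2.3e-08. Among 10000 random lists of the same size and mean expression, the lowest median was -0.21, -0.31 and -0.27. The samples of one stage lay close together. The median change of the list from the L3 mean was -1.15, -1.15 and -1.07 in the 24 h APF samples and -1.75, -1.73 and -1.77 in the 44 h APF samples. Of the alternatives tried, a required change of at least 2-fold moved these numbers most, to 156 genes lower at 24 h APF than at L3 and 101 lower at 44 h APF than at 24 h APF. The paper reads the fall in transcript levels of these genes against the timing of mitoses and E2F activity in the same tissue (Fig. 1).

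**Figure D1:**
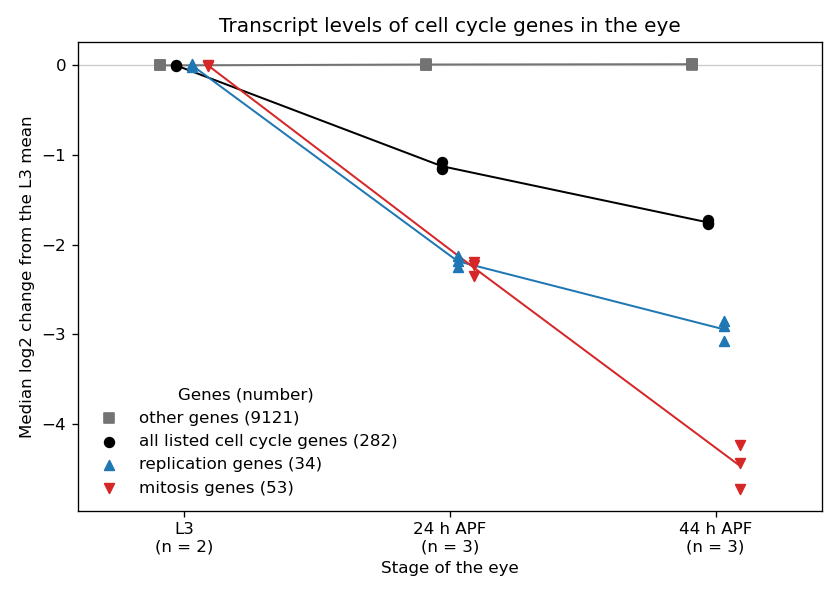
Median log2 change from the L3 mean (vertical axis) for 282 listed cell cycle genes, 34 replication genes and 53 mitosis genes of that list, and 9121 other genes, at each stage of the eye (horizontal axis). Each point is 1 sample and lines join the stage means; the listed genes lie at -1.07 or lower in every 24 h APF sample and at -1.73 or lower in every 44 h APF sample, while the other genes stay near 0.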

Gene expression analysis by RNA-Seq confirmed that expression levels of cell cycle genes decrease in each tissue across this time course (Fig. 2b, gene list in Supplementary Table 1), in agreement with the cell cycle exit dynamics that are similar across tissues (Fig. 1). Consistent with what we previously reported in the wing, chromatin accessibility profiles as measured by ATAC-Seq reveal relatively simple regulatory architecture at most cell cycle genes in these tissues, with the majority of genes showing accessibility primarily at the TSS. This is supported by genomic distribution analysis of ATAC-Seq peaks, comparing all peaks genome-wide to those mapping closest to cell cycle genes. Peaks assigned to cell cycle genes are enriched at promoters and depleted at intronic and intergenic regions relative to the genome-wide distributions in all 3 tissues (Fig. 2c). Similarly, an analysis of the number of ATAC-Seq peaks annotated per gene revealed that cell cycle genes have fewer accessible regions than average, showing an enrichment of genes harboring a single peak and a depletion of genes with complex landscapes of 5 or more annotated peaks (Fig. 2d). Furthermore, despite the loss of transcript expression during and after cell cycle exit, we observed that chromatin accessibility is maintained at the peaks nearest cell cycle genes in each tissue—even at 44 h APF when the tissues have been postmitotic for 20 h and terminal differentiation is well underway (Fig. 2e). 

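The transcripts of most listed genes were reduced rather than absent in the eye at 44 h APF. The mean CPM of the 282 tested genes at 24 h APF was 45.4% of the L3 level at the median gene, with quartiles of 23.6% and 68.7%. At 44 h APF it was 29.6%, with quartiles of 9.30% and 50.1%. At 44 h APF, 72 genes were under 10% of their L3 level and 71 genes were at 50% or more. At 24 h APF, 34 genes were under 10% and 126 were at 50% or more. The median listed gene had 44.1 CPM at L3, 16.8 CPM at 24 h APF and 11.3 CPM at 44 h APF. Above 1 CPM in every sample of the stage were 263 of the 282 genes at 24 h APF and 236 at 44 h APF. The eye holds several cell types, and these values are averages over all of them.

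**Figure D2:**
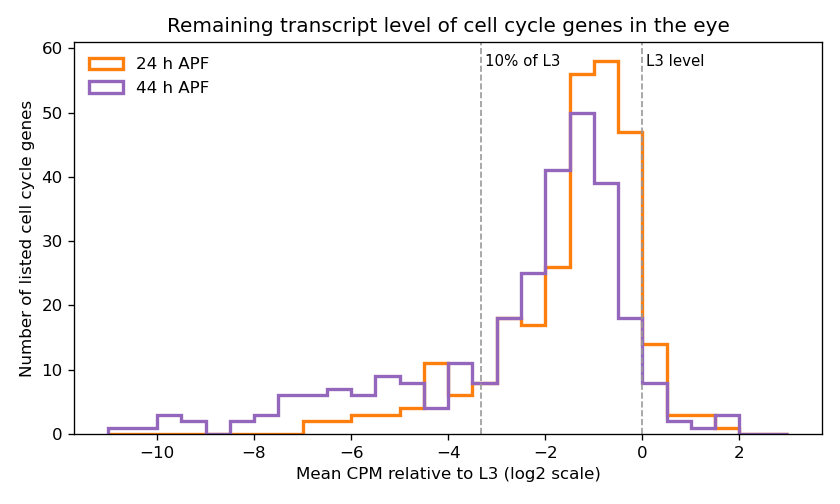
Number of listed cell cycle genes (vertical axis) by their mean CPM at 24 h APF or 44 h APF relative to L3, on a log2 scale (horizontal axis). Dashed lines mark the L3 level and 10% of it; 34 genes lie under 10% at 24 h APF and 72 at 44 h APF.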

Taken together, these findings support the idea that what we previously observed in the wing, where the vast majority of cell cycle genes are subject to simple TSS-adjacent regulatory regions and retain accessibility after cell cycle exit, is a general principle of cell cycle gene regulation in *Drosophila* rather than a peculiarity of the short-lived wing cells.

**Fig. 2.**
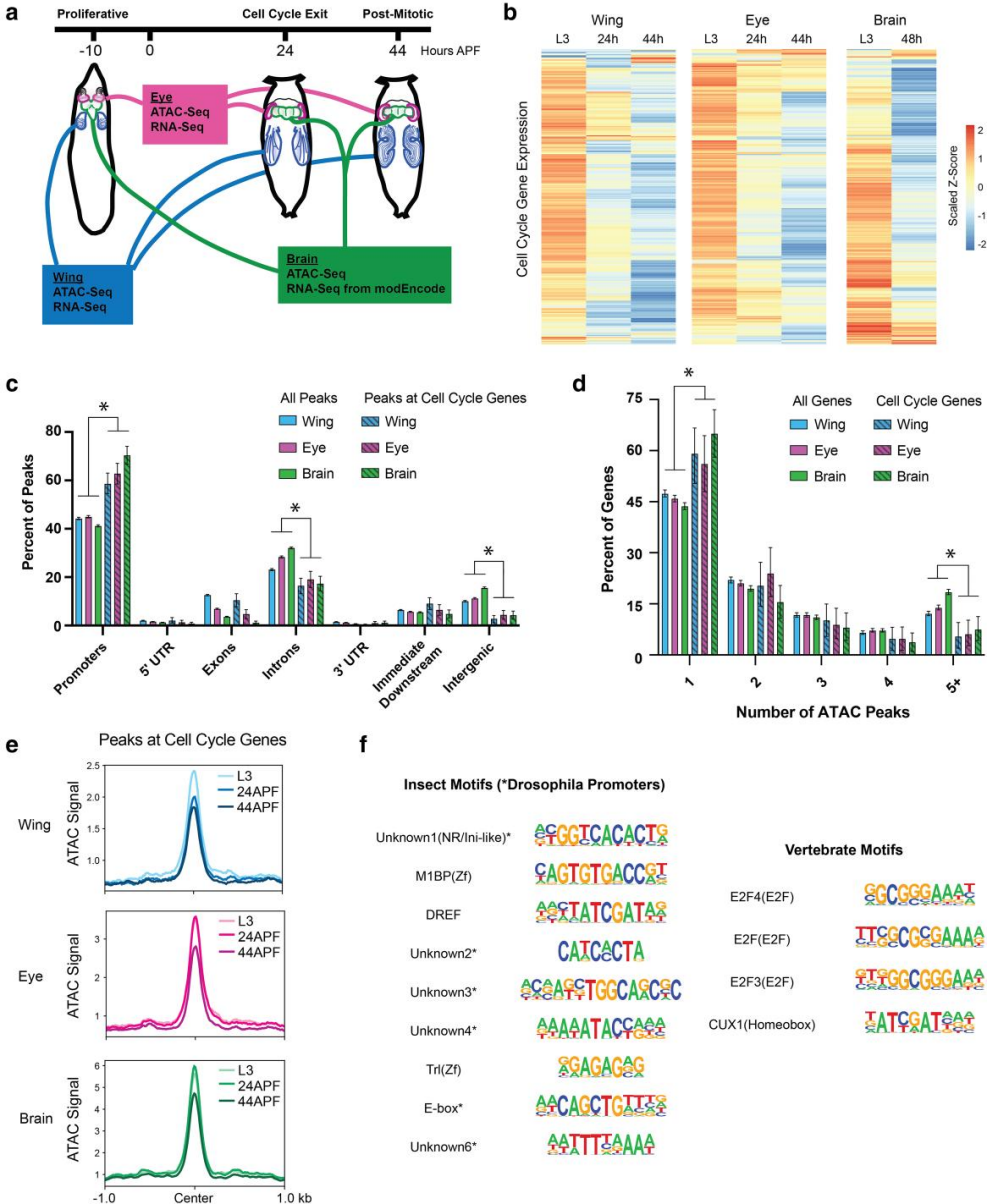
Most cell cycle genes have simpler than average regulatory architectures, are transcriptionally repressed after cell cycle exit, but retain chromatin accessibility in terminally differentiating fly tissues. a) Wing, eye, and brain tissue were dissected from wandering third instar larvae (L3, ∼10 h prior to puparium formation) and from pupae at 24 h or 44 h after puparium formation (APF). ATAC-Seq and RNA-Seq datasets were generated from wing and eye tissues at all 3 timepoints. ATAC-Seq data were generated from brain tissue at all 3 timepoints. Publicly available RNA-Seq datasets from L3 larval brain and 2-day pupa brain were generated by modEncode. b) Heatmap depicting the average RNA-Seq transcript expression values for 284 genes with annotated functions related to the cell cycle. Data are scaled by *Z*-score and hierarchically clustered. c) Bar plot showing the genomic distributions of ATAC-Seq peaks from the wing, eye, and brain, either for all peaks genome-wide (open bars; wing, eye, and brain datasets contain 21,061, 23,189, and 28,478 peaks, respectively) or only peaks assigned to cell cycle genes (striped bars; wing, eye, and brain datasets contain 285, 293, and 351 peaks respectively). Error bars depict the 95% confidence interval computed from non-parametric bootstrapping analysis with 1,000 replications; asterisks mark comparisons with non-overlapping confidence intervals. d) Bar plot showing the distributions of genes binned by the number of ATAC-Seq peaks annotated to the gene. Data are shown from the wing, eye, and brain, for either all genes (open bars; wing, eye, and brain datasets contain 8,677, 9,065, and 9,635 genes, respectively) or cell cycle genes (striped bars; wing, eye, and brain datasets contain 147, 146, and 186 genes, respectively). Error bars depict the 95% confidence interval computed from non-parametric bootstrapping analysis with 1,000 replications; asterisks mark comparisons with non-overlapping confidence intervals. e) Line plots showing the average ATAC-Seq signal across tissues and time points at peaks associated with cell cycle genes (±1 kb from peak center). f) Summary of motif enrichment analyses on peaks associated with cell cycle genes in each tissue, including motifs annotated in insects and vertebrates. Full motif enrichment data are available in Supplementary Table 2. The table includes motif name and class and position weight matrix (PWM). Each motif received a Benjamini-corrected *q*-value < 0.05 for at least one tissue.

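Of the 282 listed genes tested in the eye, 258 (91.5%) had their highest stage mean at L3, 14 at 24 h APF and 10 at 44 h APF. Among the other genes, 37.9% had their highest mean at L3. Random lists of equal size and mean expression, drawn 10000 times, held between 75 and 140 such genes. The mean fell at each step, from L3 to 24 h APF and again to 44 h APF, for 234 of the listed genes (83%), for 28.6% of the other genes, and for 54 to 114 genes in the random lists. The median Z-score of the listed genes over the 3 stage means was 1.04 at L3, -0.11 at 24 h APF and -0.93 at 44 h APF. With each sample left out in turn, between 254 and 259 listed genes were highest at L3 and between 223 and 238 fell at each step.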

The maintenance of accessible chromatin at cell cycle genes during and after cell cycle exit suggests an active repression mechanism whereby some factor(s) continue to occupy these regions to prevent ectopic transcript expression in postmitotic cells. To investigate what these factors might be, we performed insect and vertebrate motif enrichment analyses on the ATAC peaks nearest to cell cycle genes in each tissue (Fig. 2f and Supplementary Table 2). We found that most of the significantly enriched insect motifs correspond to annotated *Drosophila* promoter sequences. This is unsurprising, given that most peaks associated with cell cycle genes are localized to promoter regions. Insect transcription factor motifs that are enriched include M1BP, a zinc finger factor which binds the Motif 1 promoter sequence and has been implicated in transcriptional pausing, insulator functions, cellular metabolism, and homeostasis (Li and Gilmour 2013; Bag *et al*. 2021; Chimata *et al*. 2023; Poliacikova *et al*. 2023); DREF, a BED-finger factor that is known to regulate proliferation and other developmental processes (Killip and Grewal 2012; Tue *et al*. 2017); and Trl (GAGA factor), a pioneer factor thought to regulate nucleosomal as well as higher-order chromatin organization (Chetverina *et al*. 2021; Gaskill *et al*. 2021; Li *et al*. 2023); and an E-box motif, previously found to be upstream of *Drosophila* core promoters (FitzGerald *et al*. 2006; Qi *et al*. 2022). Notably, analysis of vertebrate motifs revealed enrichment for multiple annotated E2F motifs. This is again expected, given that E2F factors are evolutionarily conserved, master transcriptional regulators of the cell cycle, activating the expression of hundreds of cell cycle genes, and are known to frequently bind the promoter regions of target loci (Xu *et al*. 2007; Fischer *et al*. 2022). E2F-mediated transactivation is regulated by interactions with the retinoblastoma (Rb) protein, which binds to and represses E2Fs in a Cdk-sensitive manner. Indeed, it is thought that in postmitotic cells with low Cdk activity levels, Rb-bound E2F complexes continue to occupy binding sites and may actively repress transcript expression. Therefore, repressive Rb/E2F complexes serve as likely candidates to explain long-term chromatin accessibility after cell cycle genes have been downregulated.

The finding that accessible regions near cell cycle genes remain accessible after prolonged cell cycle exit and harbor E2F binding motifs raised the question of whether ectopic E2F activity could re-activate these transcriptional targets in postmitotic tissues after cell cycle exit has occurred. To test this, we employed the *pcna*-GFP reporter described above (Fig. 1) as a transcriptional readout of E2F activity and used the Gal4/UAS system to ectopically provide activator E2F complexes in eyes or wings, specifically after 24 h APF. To ensure that this manipulation was limited to postmitotic stages, we used the “flipout” approach where a temporally controlled heat shock is used to induce expression of flippase enzyme that will catalytically remove an intervening stop codon to activate Gal4 expression. Using this approach we can limit robust heat shock-specific Gal4 activity to 40–44 h APF (Fig. 3). We observed that ectopic E2F activator expression was sufficient to induce the *pcna*-GFP reporter, even in postmitotic tissues. This induction could be strengthened by the addition of ectopic Cyclin D and Cdk4, which form a G1 Cyclin/Cdk complex to inhibit Rb and further convert repressive E2F complexes to activator complexes. These data suggest that E2F-responsive regulatory elements are occupied and repressed by E2F/Rb after cell cycle exit but that they continue to be responsive to activator E2F complexes. This is consistent with an active repression model where the binding of repressor E2F/Rb complexes is maintained in postmitotic tissues to ensure transcriptional silencing even long after cell cycle exit has occurred. This is further supported by our previous findings that prolonged E2F activity at timepoints 12–20 h after normal cell cycle exit in the *Drosophila* wing can upregulate the expression of >100 E2F-responsive genes (Buttitta *et al*. 2010; Ma *et al*. 2019).

**Fig. 3.**
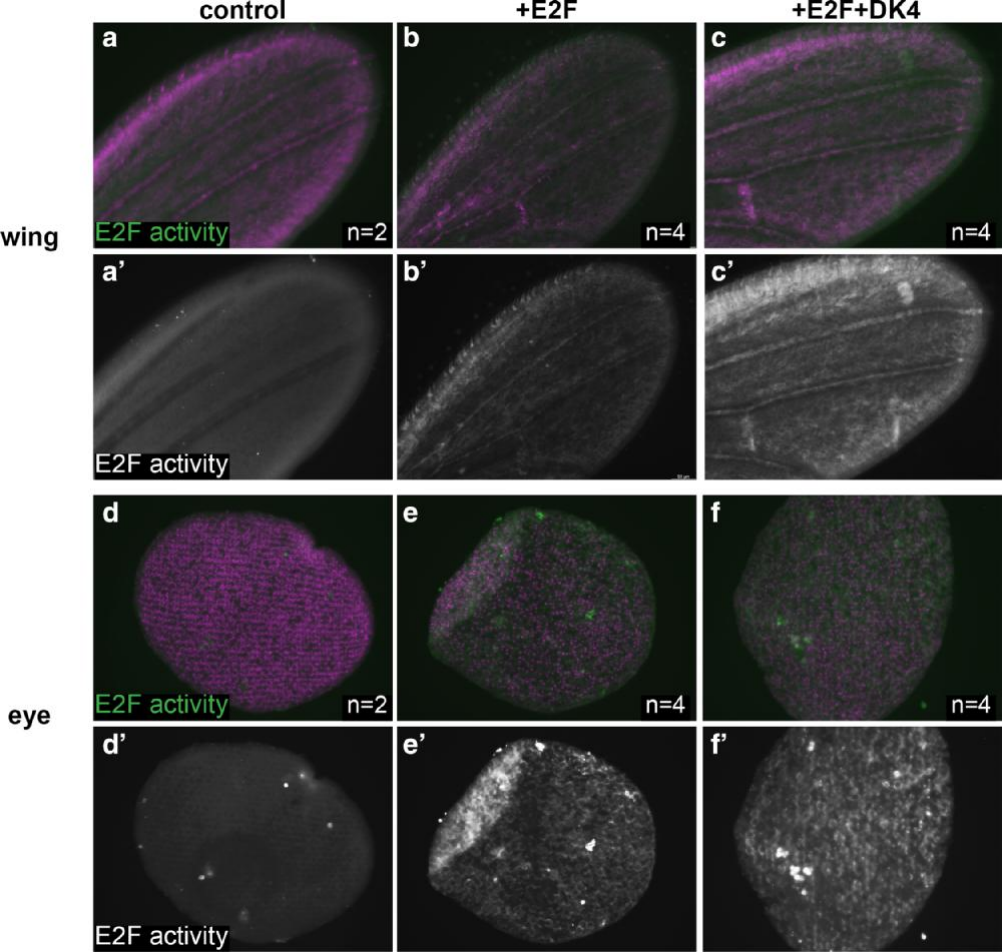
An E2F-regulated accessible enhancer remains activatable after 24 h APF. Wings (a–c) and eyes (d–f) were dissected from staged pupa and stained for E2F transcriptional activity (anti-GFP for PCNA-GFP reporter) at the time points indicated. Animals were collected as white pre-pupa (0 h APF), staged to a postmitotic stage of 24–28 h APF and heat-shocked for 20 min. to induce Gal4 expression driving E2F (UAS-E2F1 + UAS-DP) or CycD + E2F (UAS-Cyclin D + UAS-Cdk4 + UAS-E2F1 + UAS-DP) postmitotically. Tissues were collected and stained at 40–44 h APF. UAS-RFP shown in magenta, PCNA-GFP shown in green for overlays, and white in single channel a′–f′ panels. Sample numbers; control wings *n* = 2, E2F expressing wings *n* = 4, E2F + DK4 expressing wings *n* = 4, control eyes *n* = 2, E2F expressing eyes *n* = 4, E2F + DK4 expressing eyes *n* = 4.

### Long-lived postmitotic fly tissues decommission enhancers at select, rate-limiting cell cycle genes

In contrast to the observations made at the majority of cell cycle genes, where accessible chromatin was limited to TSS-adjacent regions that were relatively static during and after cell cycle exit, our previous work in the wing identified 3 cell cycle genes that exhibited more complex regulatory architectures. The loci encoding *e2f1*, *cycE*, and *stg*—each of which acts as rate-limiting components of the cell cycle—were found to harbor many candidate regulatory elements in intronic or intergenic regions (Ma *et al*. 2019). Many of these elements underwent apparent decommissioning (loss of accessibility) after cell cycle exit in the wing, suggesting that regulated accessibility at these critical rate-limiting genes may contribute to the maintenance of the postmitotic state. To address whether these findings are generally applicable to other *Drosophila* tissues, we next compared how chromatin accessibility at these 3 genes changes during and after cell cycle exit across the wing, eye, and brain. At *e2f1,* peaks of accessibility span the large intronic regions of the locus (Fig. 4a). Many of these elements are shared across tissues and show similar temporal dynamics, with either maintained accessibility or apparent decommissioning by the 44 h APF time point. Our findings were similar at *cycE,* where intronic elements that had been observed in the wing are also accessible in the eye and brain (Fig. 4b). Finally, the *stg* locus has previously been shown to be regulated by distal, intergenic regulatory elements (Lehman *et al*. 1999; Andrade-Zapata and Baonza 2014; Lopes and Casares 2015). Our previous work in the wing revealed that many of these regions undergo decommissioning after cell cycle exit, and we observe in our current analysis that many of the same regions show similar dynamics of accessibility in the eye and brain as well (Fig. 4c). Interestingly, in addition to accessible elements that are common across tissues, at each of these loci, we are also able to discern tissue-specific dynamic elements. For example, in the larval brain, we observe prominent intronic accessibility at the *cycE* locus corresponding with previously annotated enhancers that are active in the embryonic nervous system (Jones *et al*. 2000). These data suggest (a) complex and dynamic enhancer architectures regulate the expression of a small number of rate-limiting cell cycle genes, (b) the candidate regions that may be regulating these genes include both shared and tissue-specific elements, and (c) enhancer decommissioning at these genes may be a common mechanism of ensuring the maintenance of cell cycle shut off across terminally differentiating tissues.

**Fig. 4.**
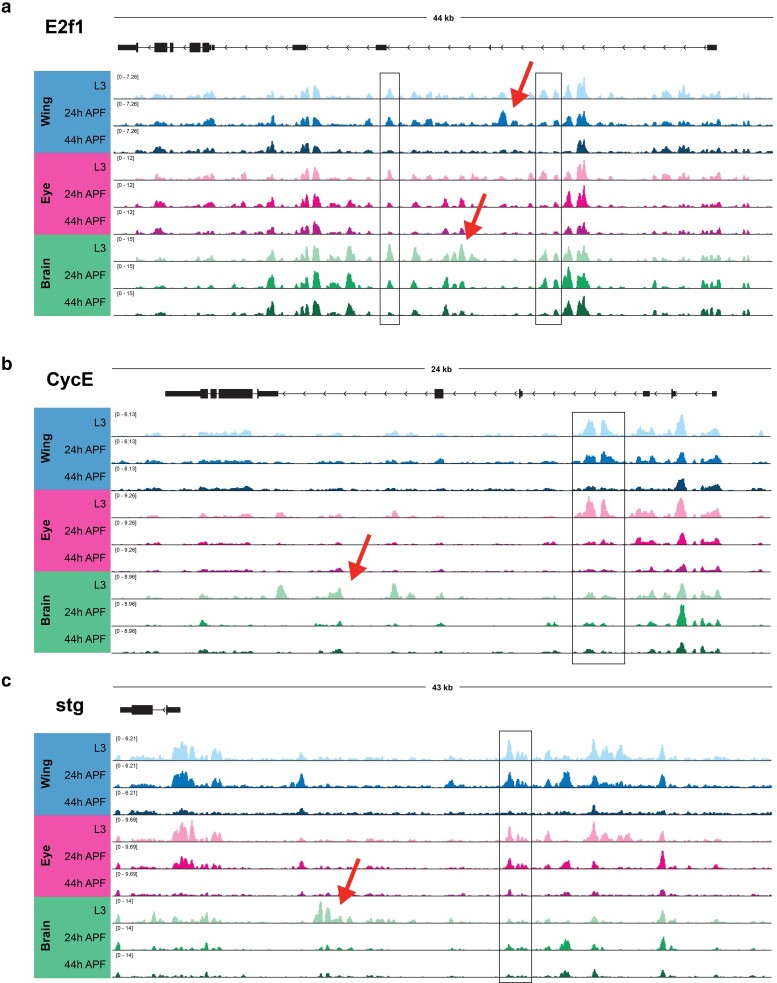
Long-lived postmitotic fly tissues decommission enhancers at select, rate-limiting cell cycle genes. ATAC-Seq accessibility data at (a) *e2f1*, (b) *cycE*, and (c) *stg* gene loci across tissues and time points. Arrows on gene diagrams indicate the direction of transcription. *Y*-axes indicate the normalized read counts per million. Boxes highlight example regions of shared accessibility across 2 or more tissues. Arrows highlight example regions of tissue-specific accessibility.

### Cell cycle genes harbor “housekeeping” and “developmental” type enhancers

In genome-wide enhancer identification studies (i.e. STARR-Seq), differential modes of gene regulation have been identified, employing housekeeping-type promoters and enhancers for genes that are ubiquitously expressed and developmental-type promoters and enhancers for genes that are dynamic (Zabidi *et al*. 2015). Given our identification of simple and complex cell cycle genes that harbor static or dynamic regulatory elements, we wondered whether analyzing STARR-Seq-defined enhancers may provide functional confirmation of enhancer activity at accessible elements as well as provide insight into the modes of regulation governing the expression of simple and complex cell cycle genes. To address this question, we generated a union set of all ATAC-Seq peaks associated with cell cycle genes in wing, eye and brain, and assessed which of those peaks overlapped with enhancers identified via STARR-Seq in ovarian somatic cells (OSC) (Zabidi *et al*. 2015). This revealed that 35% of cell cycle gene-associated ATAC peaks colocalize with STARR-Seq enhancers, with 20% identified as housekeeping-type enhancers, 5% as developmental-type enhancers, and 10% identified in both the housekeeping and the developmental datasets (Fig. 5a). It is perhaps unsurprising that most of the enhancers associated with cell cycle genes are classified as housekeeping-type enhancers, as expression analyses performed in the STARR-Seq study revealed that the genes associated with housekeeping-type enhancers are often widely expressed and included an enrichment of cell cycle genes (Zabidi *et al*. 2015). Furthermore, promoter motifs that were enriched at STARR-Seq-defined housekeeping gene TSSs were also identified in our studies as enriched within accessible regions at cell cycle genes (Fig. 2f). However, we were intrigued by the number of peaks at cell cycle genes co-localizing with developmental enhancers and those identified in both datasets and wanted to further investigate the properties of these different groups of elements. It had previously been recognized that housekeeping-type elements frequently localize to promoters, while developmental enhancers are enriched in intronic and intergenic regions (Zabidi *et al*. 2015). Therefore, we assessed the genomic distributions of cell cycle-associated peaks of each type. As described above, ATAC-Seq peaks associated with cell cycle genes are enriched for promoter regions relative to all genome-wide peaks (Fig. 2c), with approximately 60% at promoters, 20% in introns, and small numbers mapping to exons, downstream, and intergenic regions. Consistent with previous findings, we found that peaks overlapping with housekeeping and/or developmental STARR-Seq enhancers show differential distributions, with almost all of the peaks overlapping housekeeping elements localizing to promoters and those overlapping developmental enhancers showing a relative depletion for promoter regions and enrichments for intronic regions and regions just downstream of gene bodies (Fig. 5b). Moreover, the ATAC-Seq peaks that showed overlap with both housekeeping and developmental-type enhancers show a distribution reminiscent of housekeeping elements, where almost all of these peaks localize to promoter regions.

**Fig. 5.**
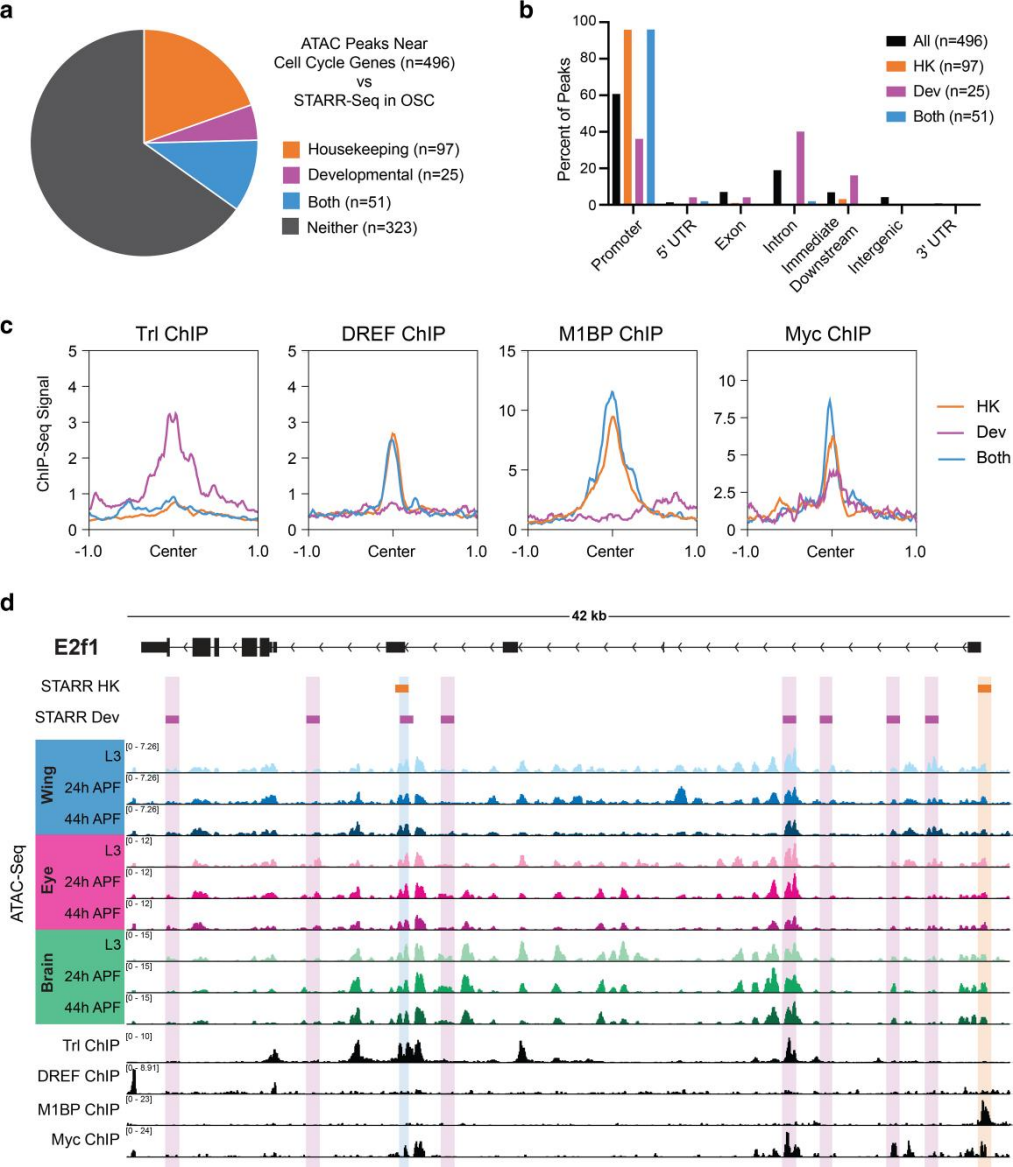
Cell cycle genes harbor “housekeeping” and “developmental” type enhancers. a) Pie chart depicting overlap between the union set of ATAC-Seq peaks associated with cell cycle genes across the wing, eye, and brain (*n* = 496) and STARR-Seq identified enhancers from ovarian somatic cells (OSC). b) Bar chart showing the genomic distributions of ATAC-Seq peaks at cell cycle genes: for all peaks (black), those overlapping with housekeeping enhancers (orange), overlapping with developmental enhancers (magenta), or overlapping with both datasets (blue). HK, housekeeping. Dev, developmental. c) Line plots showing the average ChIP-Seq signal for Trl, DREF, M1BP, and Myc at cell cycle gene-associated ATAC-Seq peaks (±1 kb from peak center) for those overlapping with housekeeping enhancers (orange), overlapping with developmental enhancers (magenta), or overlapping with both datasets (blue). HK, housekeeping. Dev, developmental. d) STARR-Seq, ATAC-Seq, and ChIP-Seq data at the *e2f1* locus. Orange boxes indicate STARR-Seq housekeeping enhancers and magenta boxes indicate STARR-Seq developmental enhancers. ATAC-Seq accessibility data from wing, eye, and brain at L3, 24 h APF, and 44 h APF. ChIP-Seq data for Trl, DREF, M1BP, and Myc. *Y*-axes indicate the normalized read counts per million. HK, housekeeping. Dev, developmental.

Besides the differences in genomic distribution, STARR-Seq enhancers also show differences in motif composition. Housekeeping enhancers are enriched for DREF motifs, while developmental elements show a broader diversity of enriched motifs, including Bap, Apterous, and Trl (GAGA factor) among others (Zabidi *et al*. 2015). Importantly, there appears to be a functionally important distinction between DREF and Trl binding in the determination of housekeeping versus developmental enhancers; it was shown that artificially exchanging these motifs was sufficient to change the profile of housekeeping versus developmental-type activity in individual enhancers (Zabidi *et al*. 2015). Interestingly, both of these motifs had been identified in our analysis of enriched motifs among cell cycle-associated peaks (Fig. 2f). Therefore, we wondered whether binding of DREF and Trl may also functionally differentiate elements associated with cell cycle genes. To test this, we analyzed Trl ChIP-Seq data generated in larval wing discs (Oh *et al*. 2013) and DREF ChIP-Seq data generated in Kc cells (Gurudatta *et al*. 2013) and assayed the binding of these factors at ATAC peaks associated with housekeeping, developmental or both types of enhancers. Consistent with previous findings, we found that Trl signal is enriched at developmental-type elements and DREF preferentially binds at housekeeping-type elements (Fig. 5c). As with the genomic distributions, peaks associated with both classes are more reminiscent of housekeeping elements: these are not generally bound by Trl and are bound by DREF. In addition to DREF and Trl, motifs for other factors enriched among cell cycle-associated peaks in our dataset included M1BP and an E-box motif, possibly regulated by Myc (Fig. 2f). We wondered whether these factors also show preferential binding at housekeeping or developmental enhancers, so we performed the same analysis using M1BP (Bag *et al*. 2021) and Myc (Yang *et al*. 2013) ChIP-Seq data generated in Kc cells. This revealed that M1BP shows preferential binding at peaks corresponding to housekeeping elements and those identified as active in both datasets and does not bind strongly at peaks associated with developmental enhancers (Fig. 5c). This is not surprising, given that M1BP binds to the Motif 1 promoter sequence and shows the strongest binding at the classes of elements localizing to promoters. Finally, Myc ChIP-Seq showed that Myc binds to some degree at each group of peaks (Fig. 5c), suggesting that Myc may act more broadly across both types of enhancers. As a whole, these analyses support the previous assertion that many elements associated with cell cycle genes show housekeeping-type activity, but clarify that cell cycle genes also harbor elements with developmental-type activity as well as elements of both sets, suggesting that there may be more nuance to cell cycle gene regulation than strictly ubiquitous, housekeeping-type regulation. This is unsurprising, given that cell cycle genes are expressed in a developmentally dynamic manner (Fig. 2b) and must be repressed at the proper time for cell cycle exit and proper development to proceed (Du *et al*. 1996; Tarui *et al*. 2005; Pilaz *et al*. 2009; Ruijtenberg and van den Heuvel 2016; Ma *et al*. 2019). 

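In the eye, 279 of the 282 listed genes (98.9%) were called in at least one of the 3 comparisons between stages, and 214 (75.9%) were called in all 3. So many genes changed between these stages that the share among the other genes was 94.1% for at least one comparison and 46.7% for all 3. The groups also differed in the size of the change. The median difference between the highest and the lowest stage mean was 1.80 on the log2 scale for listed genes and 1.10 for the others, and it was over 2-fold for 80.1% of the listed genes and 54.2% of the others.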

In the future, it will be essential to expand upon this work by measuring transcription factor binding before, during, and after cell cycle exit to understand the dynamic regulation of housekeeping vs. developmental enhancers at cell cycle genes in vivo.

We were particularly interested in assessing the presence of STARR-Seq enhancers identified at the 3 rate-limiting cell cycle genes that we had identified as having complex, dynamic regulatory landscapes: *e2f1*, *cycE*, and *stg*. We found that a number of STARR-Seq enhancers map to the *e2f1* locus, including housekeeping and developmental enhancers, as well as one element identified in both datasets (Fig. 5d). Some of these elements overlap accessibility peaks identified by ATAC-Seq in the wing, eye, and brain, and some of these elements overlap with ChIP-Seq data for Trl, DREF, M1BP, and/or Myc. However, we noted that there is not a great deal of overlap between enhancers identified by STARR-Seq (in cell culture) and the ATAC-Seq peaks that are most developmentally dynamic or tissue specific in vivo. Similar findings were made at the *cycE* and *stg* loci and were supported by an analysis of developmentally dynamic versus static peaks genome-wide (Supplementary Fig. 1). These data suggest that developmental factors and/or processes driving gene regulatory events in vivo are not well recapitulated in the cell culture models that are required for high-throughput, genome-wide enhancer identification and support a need for studies of candidate elements in vivo to understand the regulation of developmentally dynamic genes.

### Dynamic chromatin regions within *e2f1* and *stg* show enhancer activity

To confirm which dynamically accessible regions at the complex cell cycle gene loci serve as bona fide in vivo enhancers during metamorphosis, we searched the publicly available Janelia Flylight and Vienna Tile collections for Gal4 driver lines that overlap with dynamically accessible regions at these loci (Pfeiffer *et al*. 2008; Kvon *et al*. 2014). These collections contain transgenic flies carrying Gal4 reporters driven by ∼2–3 kb genomic fragments chosen for their sequence conservation, proximity to genes expressed in the fly brain, and non-coding, non-repetitive features. Although there were no Gal4 driver lines that would provide information about the dynamic regions at *cycE*, we note that some of the dynamic regions that we identified at this locus have previously been validated as enhancers in other tissues and/or time points (Jones *et al*. 2000; Deb *et al*. 2008; Kannan *et al*. 2010; Djiane *et al*. 2013). We selected 5 driver lines of interest at *e2f1* (Fig. 6a) and 7 lines of interest at *stg* (Fig. 7a). To visualize the activity of these drivers, we crossed each of them to G-TRACE (Evans *et al*. 2009), allowing us to assess current Gal4 expression using UAS-RFP as well as past driver activity by permanent GFP expression in cells that expressed Gal4 at any point in their developmental lineage. Most of these driver lines were assessed in both the eye and wing at L3, 24 h APF, and 44 h APF time points; many lines were also tested in the brain. Of the 5 drivers tested from *e2f1*, 4 show enhancer activity in at least one tissue. Similarly, of the 7 drivers tested from the *stg* regulatory region, all show enhancer activity in at least one tissue. Note that we selected a subset of driver lines to highlight in Figs. 6b–d and 7b–d, but comprehensive data for all drivers in all tissues tested are included in Supplementary Figs. 2–7. Importantly, our ATAC-seq peak size is generally 200–500 bp, while these reporter lines contain much larger fragments of the genome from ranging from 2 to 3 kb. Thus, the expression we observe in these transgenic lines could result from multiple regulatory elements within neighboring ATAC-seq peaks or may only partially overlap ATAC-seq peaks.

**Fig. 6.**
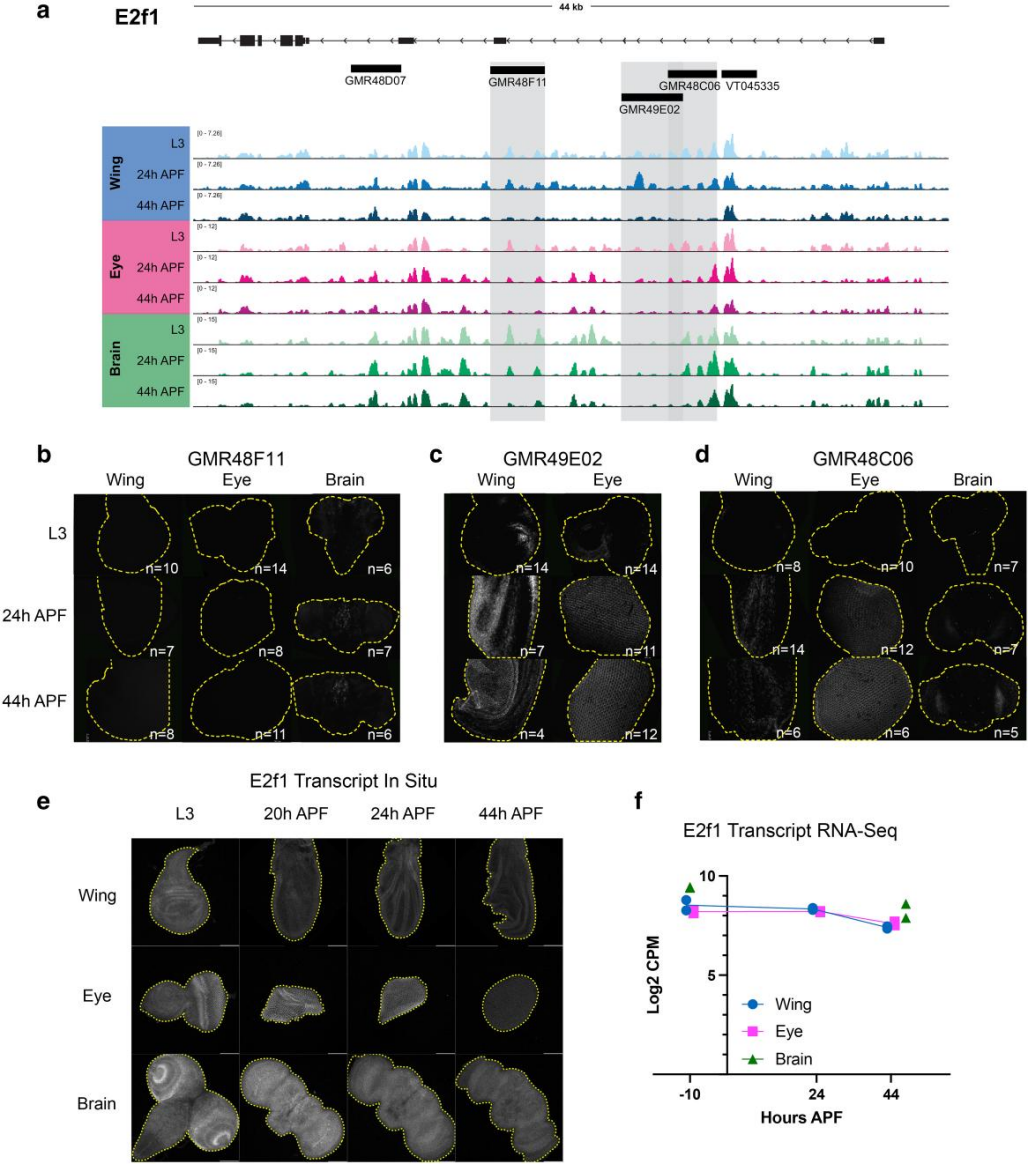
Dynamic chromatin regions within *e2f1* show enhancer activity in vivo. a) ATAC-seq accessibility data at the *e2f1* locus across tissues and timepoints. Fragments used to direct Gal4 expression in publicly available driver lines are depicted by black bars, each of which was tested for enhancer activity. b–d) Enhancer expression data are presented for driver lines GMR48F11, GMR49E02, and GMR48C06, which are highlighted by gray boxes in (a). Each driver was tested in wing, eye, and/or brain at L3, 24 h APF and 44 h APF time points. Grayscale images show the readout of “current” Gal4 activity (*UAS-RFP*) and signal intensities are qualitative to emphasize the distinct spatial domains of activity across driver lines. Comprehensive data from all drivers is available in Supplementary Figs. 2–4. e) HCR-FISH data showing *e2f1* transcript expression in wing, eye, and brain at L3, 20, 24, and 44 h APF. f) Line plot showing e2f1 Log2-transformed counts per million (CPM) expression levels via RNA-Seq in wing and eye at L3, 24 and 44 h APF timepoints, and in brain at L3 and 48 h APF timepoints. Individual data points represent values from RNA-Seq replicates.

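E2f1 (FBgn0011766) lies on chromosome 3R from 21620304 to 21660871, on the minus strand of DM6. In the eye it had 8.29 and 8.12 log2 CPM in the L3 samples, a mean of 8.21 ± 0.12 (SD, n = 2). At 24 h APF the mean was 8.21 ± 0.03 (SD, n = 3), and at 44 h APF it was 7.59 ± 0.10 (SD, n = 3). In CPM, these means were 295.8 at L3, 296.2 at 24 h APF and 192.5 at 44 h APF, so that 65.1% of the L3 level remained at 44 h APF. Other genes overlap 4.39% of its exons.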

**Fig. 7.**
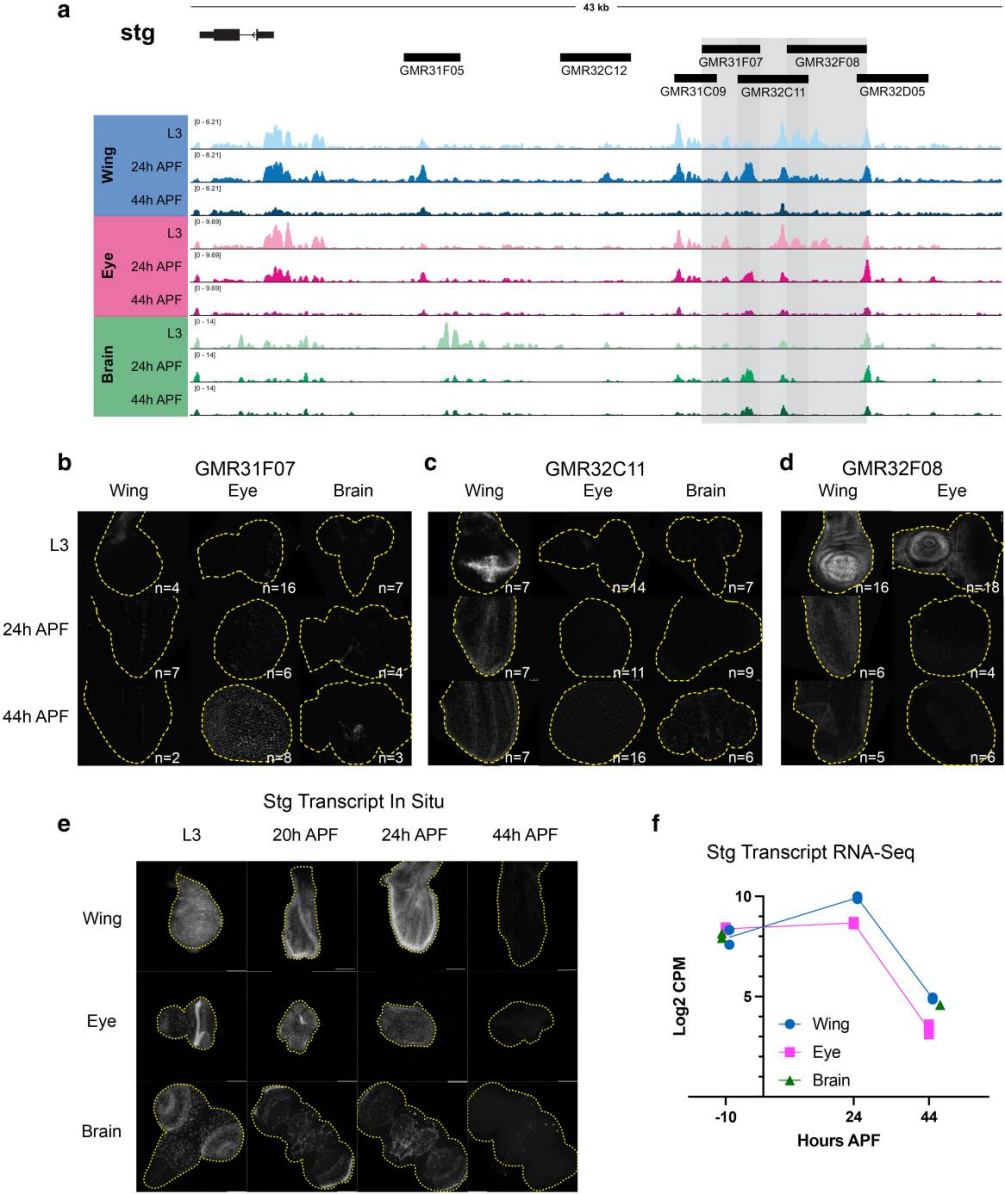
Dynamic chromatin regions in the *stg cis-*regulatory region have enhancer activity in vivo. a) ATAC-seq accessibility data at the *stg* locus across tissues and timepoints. Fragments used to direct Gal4 expression in publicly available driver lines are depicted by black bars, each of which was tested for enhancer activity. b–d) Enhancer reporter expression data are presented for driver lines GMR31F07, GMR32C11, and GMR32F08, which are highlighted by gray boxes in (a). Each driver was tested in wing, eye, and/or brain at L3, 24 h APF and 44 h APF time points. Grayscale images show the readout of “current” Gal4 activity (*UAS-RFP*) in white and signal intensities are qualitative to emphasize the distinct spatial domains of activity across driver lines. Comprehensive data from all drivers is available in Supplementary Figs. 5–7. e) HCR-FISH data showing *stg* transcript expression (white) in wing, eye, and brain at L3, 20, 24, and 44 h APF. f) Line plot showing *stg* Log2-transformed counts per million (CPM) expression levels via RNA-Seq in wing and eye at L3, 24, and 44 h APF timepoints, and in brain at L3 and 48 h APF timepoints. Individual data points represent values from RNA-Seq replicates.

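The stg gene (FBgn0003525) lies on chromosome 3R from 29251826 to 29255800, on the minus strand of DM6, and no other gene overlaps its exons. Its level in the eye was 8.38 ± 0.11 log2 CPM (SD, n = 2) at L3, 8.67 ± 0.06 (SD, n = 3) at 24 h APF and 3.34 ± 0.25 (SD, n = 3) at 44 h APF. In CPM the means were 333.7, 407.2 and 10.2, and 3.07% of the L3 level remained at 44 h APF. The 44 h APF samples held 2.99%, 2.42% and 2.13% of the mean CPM at 24 h APF. Among 4497 genes above 30 CPM at 24 h APF, the lowest such share was 0.376%, 0.448% and 0.228%, the last from a gene with 7 reads, where the next lowest share was 0.357%. Transcripts carried over evenly from the earlier stage would give every gene at least their share.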

Overall, our enhancer studies at *e2f1* and *stg* led us to a number of important observations regarding the principles of regulation at these complex cell cycle genes. First, some drivers show enhancer activity in multiple tissues, while a number of driver regions show tissue-specific enhancer activity. Examples of tissue-specific elements include GMR48F11 at *e2f1*, which is active in the brain (Fig. 6b), and the *stg* driver GMR32C12 which shows activity specifically in the lamina, the tissue connecting the retina to the optic lobe (Supplementary Fig. 6). These results highlight that even when a genomic region is accessible across tissues, enhancer activity may be regulated by factors differentially expressed in those contexts. Next, we noted that many drivers show enhancer activity in specific domains of tissue; this is especially evident in the wing and the brain. Examples of this include GMR48C06 at *e2f1* (Fig. 6d) and GMR31F07 at *stg* (Fig. 7b). To complement the reporter expression data showing distinct spatial domains of enhancer activity, we assayed the transcript expression of e2f1 and stg in each tissue via HCR-FISH (Figs. 6e and 7e). These data are consistent with the expected temporal expression dynamics that we observe for these genes via RNA-Seq (Figs. 6f and 7f), and confirm that each transcript is widely expressed within each tissue. 

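By RNA-Seq in the eye, E2f1 did not differ detectably between L3 and 24 h APF (log2 fold change 0.004, standard error 0.075, adjusted p = 0.964 from limma with Benjamini-Hochberg adjustment). With library totals in place of the authors' scaling, this change was called (0.18, adjusted p = 0.0428 from the same test). E2f1 fell between 24 h and 44 h APF (log2 fold change -0.62, standard error 0.067, adjusted p = 4.59e-05 from the same test). The rise of stg from L3 to 24 h APF did not pass the threshold (log2 fold change 0.29, standard error 0.13, adjusted p = 0.0704). This call depended on the fit, because the same change had an adjusted p of 0.00959 when only the 2 stages compared entered the fit, and the adjusted p ranged up to 0.143 over the alternatives. It also passed without 44 h APF replicate 1 (adjusted p = 0.0115) and without 44 h APF replicate 3 (adjusted p = 0.0304). From 24 h to 44 h APF, stg fell by 5.33 on the log2 scale (standard error 0.11, adjusted p = 7.32e-09). This was the third largest fall among the 282 listed genes in that comparison. E2f1 is not in the list. The eye samples of 24 h APF all lay above those of 44 h APF for both genes, and an exact permutation test of 3 samples against 3 cannot give a p-value under 0.1.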

Taken together, these data suggest that *e2f1* and *stg* are regulated by enhancers that act in a modular manner, whereby individual enhancers activate transcription in distinct compartments that ultimately, in combination, drive widespread transcript expression across the tissue. Finally, we noted that some enhancers show the expected temporal dynamics of activity based on accessibility data, while others do not. In particular, the eye often exhibited enhancer activity at the 44 h APF time point, which would not be expected based on decreasing accessibility at the corresponding driver regions. However, there are a number of possible explanations for these discrepancies. First, the resolution for temporal dynamics of enhancer reporter assays is limited by the long half-lives of standard fluorescent reporter proteins, as is the case in these experiments using RFP to read out Gal4 expression. This is supported by the more rapid dynamics of silencing observed in the wing using a de-stabilized GFP (UAS-dsGFP, Supplementary Fig. 8). Second, we note some reporter expression in the late pupal eye using Janelia's empty Gal4 control line, suggesting that there may be some factor(s) expressed in the pupa eye that induce expression of Gal4 from the synthetic core promoter used in the generation of these drivers (Supplementary Fig. 9). Finally, it is also possible that these enhancer regions do not fully recapitulate their endogenous activities and dynamics when removed from the native genomic context. Despite these limitations, we found that the intensity of reporter expression for some elements in the wing that we assessed across a finer time course does show a peak of activity around 24 h APF followed by decreasing reporter intensity up to 44 h APF (Supplementary Figs. 10 and 11). This is consistent with the decommissioning or loss of accessibility that these elements exhibit via ATAC-Seq and suggests that enhancer decommissioning may be one mechanism used to ensure cells maintain a non-cycling, postmitotic state after cell cycle exit.

### Stable repression together with decommissioning of enhancers at rate-limiting cell cycle genes ensures robust cell cycle exit

Our model for genomic control of cell cycle gene expression in *Drosophila* is as follows (Fig. 8): Cell cycle genes with simple enhancer architecture contain promoter-proximal enhancers enriched for “housekeeping-associated” motifs such as E2F binding sites and DREF core promoters. These elements exhibit accessibility during proliferation as well as after cell cycle exit. The postmitotic transcriptional repression of these genes is controlled through the E2F complex switching from an activating to a repressive form, influenced by cyclin/cdk activity and the phosphorylation of Rbf. By contrast, rate-limiting cell cycle genes with complex, modular enhancer architecture such as *cyclin E*, *E2f1*, or *string*, may be influenced by E2F complexes, but are also controlled via E2F-independent mechanisms through enhancers that bind other transcription factors such as Su(H) or bHLH proteins (Djiane *et al*. 2013; Andrade-Zapata and Baonza 2014). These genes exhibit enhancer decommissioning after the transition to a postmitotic state to ensure their silencing despite the re-use of signaling pathways such as Notch or EGF in postmitotic terminal differentiation processes.

**Fig. 8.**
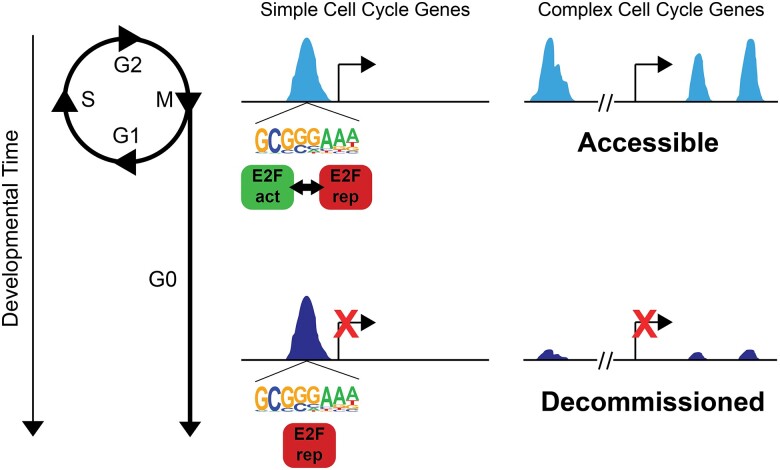
Model. Stable repression at most cell cycle genes together with decommissioning of enhancers at rate-limiting cell cycle genes ensures robust cell cycle exit. Cell cycle genes with simple enhancer architecture contain promoter-proximal enhancers enriched for E2F binding sites that exhibit accessibility during proliferation as well as after cell cycle exit. These sites are dynamically occupied by activator or repressor complexes in a cell cycle phase-dependent manner in proliferative cells. After cell cycle exit, they are stably occupied by repressor complexes to maintain long-term repression. Rate-limiting cell cycle genes with complex, modular enhancer architecture exhibit enhancer decommissioning after the transition to a postmitotic state.

### Principles of cell cycle gene regulation are conserved in mammalian retina

We next wondered whether the model that we propose for cell cycle gene regulation in *Drosophila* is evolutionarily conserved and also applicable to mammalian tissues. To test this, we chose to examine a published RNA-Seq and ATAC-Seq dataset from the mouse retina spanning the developmental trajectory of this tissue from proliferation to cell cycle exit and terminal differentiation (Aldiri *et al*. 2017). New cells are born in the mouse retina at the highest rates between postnatal (P) days P0 and P3, after which the proliferative rate decreases with the tissue becoming fully postmitotic by P10 (Bremner *et al*. 2004; Aldiri *et al*. 2017). By P21, the retina has undergone terminal differentiation, generating 7 classes of mature retinal cells. First, we assessed cell cycle gene expression across this time course via RNA-Seq. Taking the list of cell cycle genes in *Drosophila* (Fig. 2b) and collecting all of the orthologs of those genes (gene list in Supplementary Table 3), we recovered 564 mouse cell cycle genes that were expressed in at least one sample of the postnatal retina time course. We found that many of these genes show variable temporal dynamics, while many others exhibit the expected pattern of core cell cycle components: high expression early that decreases during and after cell cycle exit (Fig. 9a). In particular, there are 228 cell cycle genes that exhibit a continual decrease in transcript expression level between each sequential time point, which we refer to as “repressed” cell cycle genes.

**Fig. 9.**
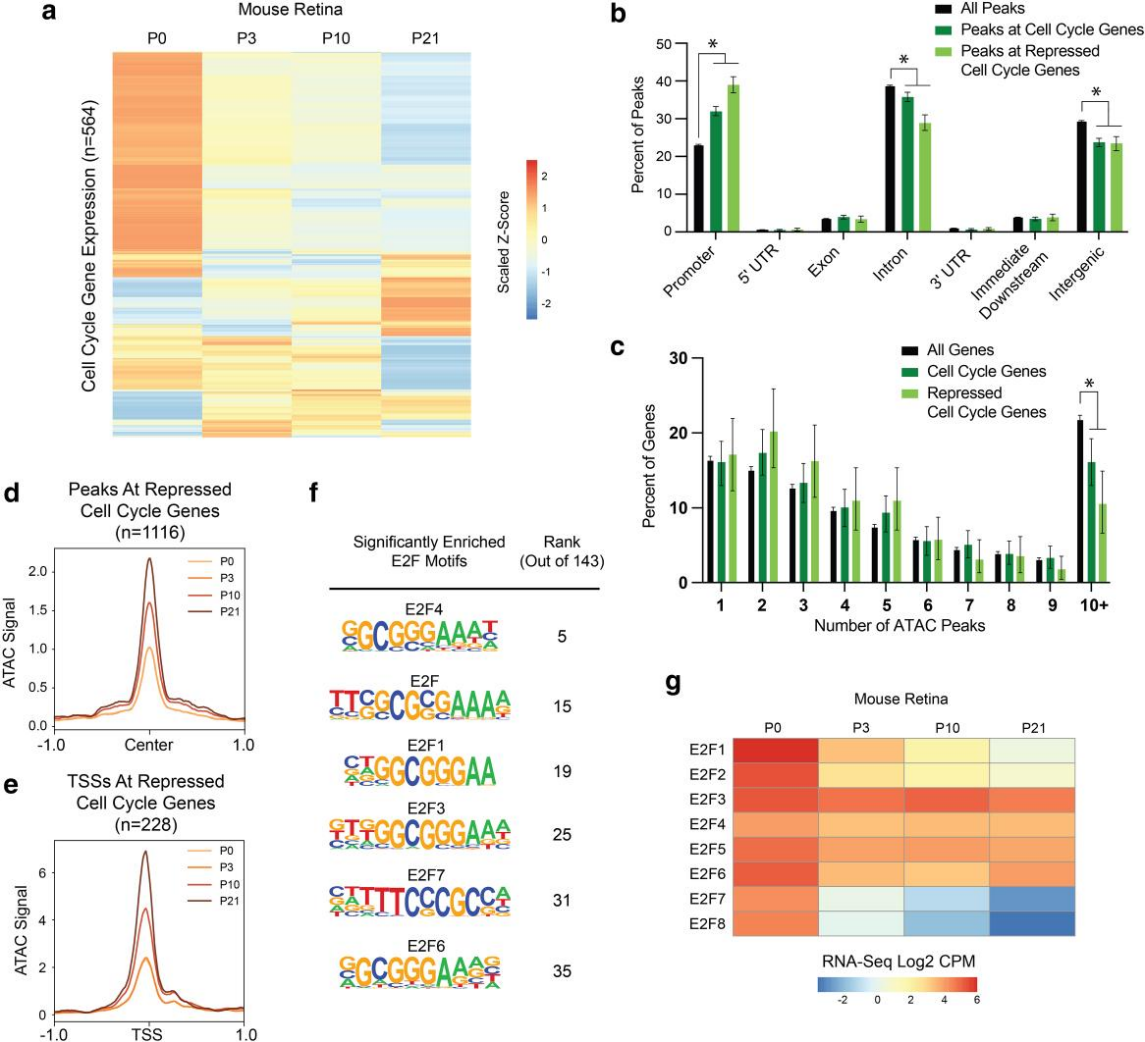
Many cell cycle genes in mouse retina have simpler than average regulatory architecture, are transcriptionally repressed after cell cycle exit, but retain chromatin accessibility during terminal differentiation. a) Heatmap depicting the average transcript expression values for 564 genes with annotated functions related to the cell cycle. Data are scaled by Z-score and hierarchically clustered. b) Bar plot showing the genomic distributions of ATAC-Seq peaks from the mouse retina, for all peaks (black bars, *n* = 141,257 peaks), peaks associated with cell cycle genes (dark green bars, *n* = 3,326 peaks), or peaks associated with repressed cell cycle genes (light green bars, *n* = 1,116 peaks). Error bars depict the 95% confidence interval computed from non-parametric bootstrapping analysis with 1,000 replications; asterisks mark comparisons with non-overlapping confidence intervals. c) Bar plot showing the distributions of genes binned by number of ATAC-Seq peaks annotated to the gene. Data are shown from the mouse retina for all genes (black bars, *n* = 20,500 genes), cell cycle genes (dark green bars, *n* = 577 genes), or repressed cell cycle genes (light green, *n* = 228 genes). Error bars depict the 95% confidence interval computed from non-parametric bootstrapping analysis with 1,000 replications; asterisks mark comparisons with non-overlapping confidence intervals. d) Line plot showing average ATAC-Seq signal at peaks (±1 kb from peak center) associated with the repressed cell cycle genes. P0, light orange. P3, orange. P10, dark orange. P21, brown. e) Line plot showing average ATAC-Seq signal at TSSs (±1 kb) for continually decreasing cell cycle genes. P0, light orange. P3, orange. P10, dark orange. P21, brown. f) Enrichment of E2F motifs in peaks associated with repressed cell cycle genes. Full motif enrichment data are available in Supplementary Table 4. The table includes motif name and position weight matrix (PWM) and rank among the 143 motifs that were significantly enriched. g) Heatmap depicting the average transcript expression values for E2F family genes. Data are presented as normalized Log2 Count Per Million (CPM) values.

The first part of our model states that most cell cycle genes exhibit a simple regulatory architecture and are regulated primarily by promoter-proximal elements. These elements retain accessibility after cell cycle exit and transcriptional repression and are enriched for E2F and “housekeeping” motif sequences. To investigate this component of the model in mouse retina, we first compared the genomic distributions of ATAC-Seq peaks genome-wide, peaks associated with cell cycle genes, and peaks associated with repressed cell cycle genes. This revealed that as in Drosophila, mouse cell cycle genes show an enrichment of accessible chromatin localizing to promoters and a smaller proportion of peaks localizing to intronic and intergenic regions relative to the genome-wide distribution (Fig. 9b). Promoter enrichment and intronic depletion were even more pronounced among peaks associated with repressed cell cycle genes. Next, we analyzed the number of ATAC-Seq peaks assigned per gene as a measure of the complexity of the regulatory architecture. This revealed that as in *Drosophila*, mouse cell cycle genes exhibit a simpler than average architecture that is most pronounced among the repressed genes, with a significant depletion of very complex loci harboring 10 or more ATAC-Seq peaks (Fig. 9c). To address the component of the model that argues for maintained chromatin accessibility in the postmitotic state, we assessed the time course of ATAC-Seq data at peaks associated with repressed cell cycle genes as well as at the TSSs of those genes. We chose to analyze ATAC-Seq data associated with only the repressed cell cycle genes to exclude the possibility that the accessibility profile would be influenced by genes whose expression was increasing, fluctuating, or remaining constant over the time course. This revealed that on average, peaks and TSSs associated with repressed cell cycle genes increased in accessibility at the P10 and P21 postmitotic time points (Fig. 9d and e). However, this increase in accessibility was seen across all peaks genome-wide at the later time points (data not shown), leading us to conclude that this finding does not represent a regulatory process that is specific to cell cycle genes. In addition to the mouse retina, we also examined chromatin accessibility at cell cycle genes in other differentiated mammalian cell and tissue types including mouse cardiomyocytes, differentiated human keratinocytes, and myotube differentiation in mouse C2C12 cells (The ENCODE Project Consortium 2012; Harada *et al*. 2018; El-Nachef *et al*. 2018). We found most cell cycle genes retained accessibility during terminal differentiation (Supplementary Fig. 12). As a whole, these data suggest the maintenance of chromatin accessibility at transcriptionally silenced cell cycle genes after cell cycle exit is likely to be a conserved feature of cell cycle gene regulation. As in *Drosophila*, we interpret this as evidence that these sites continue to be occupied in the postmitotic state, perhaps to maintain long-term transcriptional repression. To investigate what factor(s) may be present, we performed motif enrichment analysis on the peaks associated with repressed cell cycle genes in the mouse retina and found that there were 143 motifs significantly enriched in these regions (Supplementary Table 4). These include binding sequences for factors that have been previously described to bind housekeeping-type promoters in mammals, including members of the ATF, CREB, Myc, NRF, SP, and USF families (Farré *et al*. 2007). We were particularly interested in the enrichment of E2F family motifs, which were among the most significantly enriched (Fig. 9f). In mammals, there are 8 E2F family members, some of which function as activators, others as repressors, and some with atypical properties (Fischer *et al*. 2022). It has previously been shown that differential expression of E2F family members is associated with proliferation versus cell cycle exit decisions (Cuitiño *et al*. 2019). Therefore, we analyzed the transcript expression levels of all E2F family members in the mouse retina across this time course. We found that activator family members E2F1 and E2F2, as well as the atypical family members E2F7 and E2F8, are highly expressed at P0 and then are transcriptionally repressed, while others including the repressors E2F4, 5, and 6 continue to be well expressed postmitotically (Fig. 9f). The enrichment of E2F binding motifs among candidate regulatory regions that remain accessible after cell cycle exit, along with the transcriptional profile wherein repressor E2Fs continue to be expressed after cell cycle exit, support the idea that binding of E2F repressor complexes contributes to postmitotic transcriptional repression of target genes. As a whole, these data are consistent with the model for transcriptional regulation of simple cell cycle genes in *Drosophila,* suggesting that this is evolutionarily conserved and applicable to mammalian tissue.

We next sought to investigate whether some mammalian cell cycle genes harbor dynamic regulatory elements in the manner of *e2f1*, *stg*, and *cycE* in *Drosophila*. Given the lack of functionally validated distal regulatory elements that have been described for mammalian cell cycle genes, we expected that this question would be difficult to answer with certainty. Nonetheless, we began by analyzing ATAC-Seq data from the mouse retina at the orthologs of *e2f1*, *stg*, and *cycE.* This revealed no prominent, dynamically accessible regions at the orthologs of *stg* and *cycE* (Supplementary Fig. 13) but did identify 2 peaks residing less than 10 kilobases upstream of *E2f1* that exhibit apparent decommissioning upon cell cycle exit (Fig. 10a and b). These elements are marked by H3K27 acetylation—a histone modification that labels active regulatory elements—in the mouse retina at the proliferative time points, and this mark is lost coincident with cell cycle exit. Therefore, although these putative enhancers have not been functionally validated to regulate *E2f1*, the available data are suggestive of postmitotic decommissioning at the *E2f1* locus in mammals and support further investigation. We next sought to leverage previous work describing the cis-regulatory landscapes of Myc family members in cancer (Zaytseva and Quinn 2017; Lancho and Herranz 2018; Schuijers *et al*. 2018; Helmsauer *et al*. 2020), as the transcriptional regulation of these loci are among the most well-studied among mammalian cell cycle regulators. Most notably, the *Mycn* locus has been implicated in developmental growth of the retina, where it is required for proper retinal size and coordination of retina to eye size (Martins *et al*. 2008), as well as the development of retinoblastomas (Lee *et al*. 1984; Rushlow *et al*. 2013). We found that *Mycn* transcripts are well expressed in the early postnatal retina and strongly downregulated by P21 (Fig. 10c). This transcriptional downregulation is accompanied by loss of chromatin accessibility and H3K27 acetylation across the gene body after cell cycle exit. Interestingly, a number of far distal putative enhancers have been implicated in *Mycn* expression in the context of neuroblastoma (Helmsauer *et al*. 2020). We, therefore, expanded our analysis to the intergenic regions surrounding this locus and found further evidence of candidate regulatory elements that lose accessibility at the postmitotic time points, some of them corresponding to elements identified in neuroblastoma cells (Fig. 10d). A number of these regions exhibit loss of H3K27ac after cell cycle exit, while a large region, hundreds of kilobases from the Mycn locus is targeted for repressive H3K27me3 deposition at the postmitotic timepoints. Similar findings were made at other Myc family member genes (Supplementary Fig. 14). While these findings require functional validation of the putative enhancer elements, they are again strongly suggestive of decommissioning at the *Mycn* locus in the mouse retina after cell cycle exit.

**Fig. 10.**
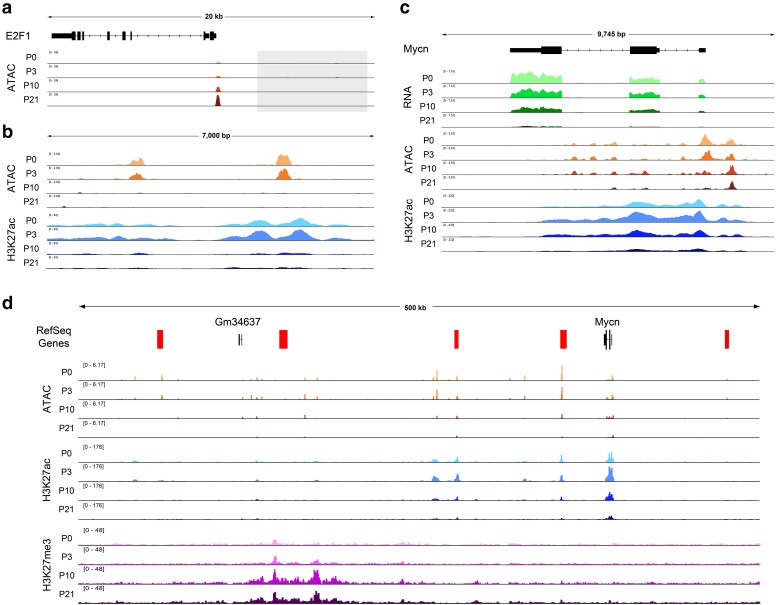
Putative enhancers at E2F1 and MycN suggest postmitotic decommissioning at some cell cycle genes in mouse retina. a) ATAC-Seq data tracks from the mouse retina at the *E2f1* locus. The gray box indicates the upstream region that is depicted in panel b. b) The intergenic region upstream of *E2f1*, showing tracks for ATAC-Seq and H3K27ac ChIP-Seq data from mouse retina. c) The *Mycn* gene body, with RNA-Seq, ATAC-Seq, and H3K27ac ChIP-Seq data from mouse retina. d) A view of the large intergenic regions surrounding the *Mycn* locus, with ATAC-Seq, H3K27ac ChIP-Seq, and H3K27me3 ChIP-Seq data from mouse retina. Red bars indicate putative enhancer regions previously implicated in neuroblastoma (Helmsauer *et al*. 2020).

In sum, the data at *E2f1* and *Mycn* are supportive of a conserved cell cycle control mechanism that is shared between *Drosophila* and mammals, whereby genes encoding critical cell cycle regulatory components undergo decommissioning to prevent spurious transcript expression in the postmitotic state.

## Supplementary Material

jkae203_Supplementary_Data

## Data Availability

Fly Strains are available from the Bloomington Drosophila Stock Center (BDSC), the Vienna Drosophila Resource Center (VDRC), or upon request. The authors affirm that all data necessary for confirming the conclusions of the article are present within the article, figures, and tables including the supplement. Custom R code for statistics using bootstrapping methods (Figs. 2 and 9) is available at Github: https://github.com/efogarty/CellCycleGene_Repression. All genomics data are deposited and publicly available through the databases and accession numbers listed in the Data Access portion of the Methods. Supplemental material available at G3 online.

# Supplementary material for: Transcriptional repression and enhancer decommissioning silence cell cycle genes in postmitotic tissues
**Source:** G3 (Bethesda). 2024 Aug 22;14(10):jkae203. doi: 10.1093/g3journal/jkae203
**Supplement:** jkae203_Supplementary_Data

**Supplement to: Transcriptional repression and enhancer decommissioning silence cell cycle genes in postmitotic tissues.**

Elizabeth A. Fogarty, Elli M. Buchert, Yiqin Ma, Ava Nicely, and Laura A. Buttitta^*^

Molecular, Cellular and Developmental Biology, University of Michigan, Ann Arbor 48109

**Contains Legends for Figures S1-S14**

**Figure S1 STARR-Seq fails to identify many developmentally dynamic enhancer regions *in vivo.*** (**A-B**) STARR-Seq, ATAC-Seq, and ChIP-Seq data at the *CycE* (**A**) and *stg* (**B**) loci. Orange boxes indicate STARR-Seq housekeeping enhancers and magenta boxes indicate STARR-Seq developmental enhancers. ATAC-Seq accessibility data from wing, eye, and brain at L3, 24h APF, and 44h APF. ChIP-Seq data for Trl, DREF, M1BP, and Myc. Y-axes indicate the normalized read counts per million. HK, housekeeping. Dev, developmental. (**C**) Bar plots indicating the percent of ATAC-Seq peaks that overlapped housekeeping, developmental, or both types of STARR-Seq defined enhancers, grouped by those that showed statistically significant changes in ATAC-Seq intensity across the time course (Dynamic) versus those that did not (Static).

**Figure S2 Dynamic chromatin regions within *e2f1* function together to drive expression of *e2f1* transcript throughout the wing.** ATAC-seq shows chromatin accessibility in the wing during development. We observe that a few of these regions show enhancer activity in the wing. These enhancers may function in a modular fashion, as the sum of their expression patterns drive expression of *e2f1* throughout the pupal wing. The indicated Gal4 lines were crossed to G-TRACE with UAS-RFP (current expression) in magenta. DNA was stained with DAPI and shown in green. Note that intensity has been adjusted across each image to emphasize current expression. For intensity quantifications in Supp. Figs. 8 and 9 images were acquired under identical settings and intensity adjustments were not performed.

**Figure S3 Dynamic chromatin regions within *e2f1* show enhancer activity in the pupal eye.**

ATAC-seq data shows chromatin accessibility changes throughout development. The indicated Gal4 lines were crossed to G-TRACE with UAS-RFP (current expression) in magenta. DNA was stained with DAPI and shown in green. Note that intensity has been adjusted equally across entire images to emphasize current expression. For intensity quantifications in Figures S10 and S11, images were acquired under identical settings and intensity adjustments were not performed.

**Figure S4 Dynamic chromatin regions within *e2f1* show enhancer activity in the brain.**

ATAC-seq data shows chromatin accessibility changes throughout development. The indicated Gal4 lines were crossed to G-TRACE with UAS-RFP (current expression) in magenta. DNA was stained with DAPI and shown in green. Note that intensity has been adjusted equally across entire images to emphasize current expression. For intensity quantifications in Figures S10 and S11, images were acquired under identical settings and intensity adjustments were not performed.

**Figure S5 Modular enhancers function together to drive *stg* expression**

**throughout the larval and pupal wing.** ATAC-seq data shows dynamic chromatin accessibility changes throughout metamorphosis. The indicated Gal4 lines were crossed to G-TRACE with UAS-RFP (current expression) in magenta. DNA was stained with DAPI and shown in green. Note that intensity has been adjusted equally across entire images to emphasize current expression. For intensity quantifications in Figures S10 and S11, images were acquired under identical settings and intensity adjustments were not performed.

**Figure S6 Dynamic chromatin regions in the *stg* cis-regulatory region have**

**enhancer activity in the larval and pupal eye**.

Eye ATAC-seq data shows accessible chromatin throughout metamorphosis. The indicated Gal4 lines were crossed to G-TRACE with UAS-RFP (current expression) in magenta. DNA was stained with DAPI and shown in green. Note that intensity has been adjusted equally across entire images to emphasize current expression. For intensity quantifications in Figures S10 and S11, images were acquired under identical settings and intensity adjustments were not performed.

**Figure S7 Dynamic chromatin regions in the *stg* cis-regulatory region have**

**enhancer activity in the larval and pupal brain.**

The indicated Gal4 lines were crossed to G-TRACE with UAS-RFP (current expression) in magenta. DNA was stained with DAPI and shown in green. Note that intensity has been adjusted equally across entire images to emphasize current expression. For intensity quantifications in Figures S10 and S11, images were acquired under identical settings and intensity adjustments were not performed.

**Figure S8 Reporters driving dsGFP**

The indicated Gal4 lines were crossed to UAS-de-stabilized GFP (ds-GFP) in shown in greyscale. Tissue outlines are shown with yellow dotted lines. Quantifications of enhancer activity using dsGFP expression are shown. Images were acquired under identical settings without intensity adjustments. Quantifications were performed using Integrated intensity normalized to background in Image J.

**Figure S9 ‘Empty’ Janelia-Gal4 line shows some current expression in pupal eyes and brains.** The control Janelia Gal4 line without an inserted genomic fragment, containing the Drosophila synthetic Core promoter (DSCP) was crossed to G-TRACE with UAS-RFP (current expression) in red for overlays and greyscale in single channel images. Past lineage-tracing expression is in green in overlays and DNA was stained with DAPI and shown in blue in overlays. Note that intensity has been adjusted equally across entire images to emphasize current expression. We note significant past and current expression from the DSCP in pupal eyes and brains, which may confound enhancer quantifications at 24 and 44h APF.

**Figure S10**  **Quantifications of enhancer activity for the indicated *e2f1* Gal4 lines** The indicated Gal4 lines were crossed to G-TRACE with UAS-RFP (current expression) quantified. Images were acquired under identical settings without intensity adjustments. Quantifications were performed using Integrated intensity normalized to background in Image J.

**Figure S11 Quantifications of enhancer activity for the indicated *stg* Gal4 lines.** The indicated Gal4 lines were crossed to G-TRACE with UAS-RFP (current expression) quantified. Images were acquired under identical settings without intensity adjustments. Quantifications were performed using Integrated intensity normalized to background in Image J.

**Figure S12 Most cell cycle gene enhancers remain accessible across many postmitotic mammalian cell types.** A variety of mammalian differentiation models support the postmitotic maintenance of chromatin accessibility at cell cycle genes in vivo and in vitro. (A) Line plot showing average DNase-Seq signal at peaks (+/- 1 kilobase from peak center) associated with all cell cycle genes in purified cardiomyocytes from adult (9 weeks old) mouse. Data generated by (El-Nachef et al. 2018) and accessed from the European Nucleotide Archive, Bioproject accession number PRJNA449942. (B) Line plot showing average DNase-Seq signal at peaks (+/- 1 kilobase from peak center) associated with all cell cycle genes in whole mouse heart at embryonic day 10.5 (E10.5, pink), postnatal day 0 (P0, red), and 8 week old adult (dark red). Data generated by the ENCODE project; accession numbers ENCFF001OIQ, ENCFF001PMV, ENCFF069XLI, ENCFF215XVP, ENCFF268IOJ, ENCFF400CRF, ENCFF464YJZ, ENCFF610LLQ, ENCFF807ZAM, ENCFF938AEP. (C) Line plot showing average ATAC-Seq signal at peaks (+/- 1 kilobase from peak center) associated with repressed cell cycle genes in human keratinocytes at day 0 (light green), day 3 (green), and day 6 (dark green) of calcium-induced differentiation in vitro. RNA-Seq data from the same time points were used to define repressed cell cycle genes (genes with decreasing expression values across each sequential time point). Data generated by the ENCODE project and accessed via NCBI’s Sequence Read Archive; ATAC-Seq accession numbers SRR14305300 thru SRR14305309, SRR14305683 thru SRR14305692, SRR14305769 thru SRR14305776; RNA-Seq accession numbers SRR14832907, SRR14832908, SRR14833794, SRR14833795, SRR14828962, SRR14828963. (D) Line plot showing average ATAC-Seq signal at peaks (+/- 1 kilobase from peak center) associated with repressed cell cycle genes in mouse C2C12 cells in growth conditions (light purple), and after 24 hours (purple) and 72 hours (dark purple) of serum starvation-induced differentiation in vitro. RNA-Seq data from the same time points were used to define repressed cell cycle genes (genes with decreasing expression values across each sequential time point). Data generated by (Harada et al. 2018) and accessed from NCBI GEO Accession GSE104389.

**Figure S13 Loci encoding the orthologs of Stg and CycE provide no obvious indication of postmitotic enhancer decommissioning in the developing mouse retina.** ATAC-Seq data tracks from the mouse retina at the *Cdc25c* locus (**A**, ortholog of Stg in flies) and the Ccne2 locus (**B**, ortholog of CycE in flies).

**Figure S14 Loci encoding the Myc family members provide evidence of postmitotic enhancer decommissioning in the developing mouse retina.** (**A-C**) ATAC-Seq data tracks from the mouse retina at the *Myc* gene body (**A**), at the topologically associating domain (TAD) containing *Myc* (**B**), and the *Mycl* locus (**C**). (**D**) Heatmap depicting the average transcript expression values for Myc family genes. Data are presented as normalized Log2 Count Per Million (CPM) values.

**References**

El-Nachef, D., K. Oyama, Y.Y. Wu, M. Freeman, Y. Zhang *et al.*, 2018 Repressive histone methylation regulates cardiac myocyte cell cycle exit. *J Mol Cell Cardiol* 121:1-12.

Harada, A., K. Maehara, Y. Ono, H. Taguchi, K. Yoshioka *et al.*, 2018 Histone H3.3 sub-variant H3mm7 is required for normal skeletal muscle regeneration. *Nat Commun* 9 (1):1400.

How the deposited data were processed for this re-analysis (not part of the article)

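Transcript levels were measured by RNA-Seq in the Drosophila eye at 3 stages, with 2 samples at L3, 3 at 24 h APF and 3 at 44 h APF, each of 16 eyes. Samples were assigned to stages from the labels of the samples, which match the paper. The paper's text says that animals were raised at room temperature and names a set temperature for the incubation of pupae. The labels name a single temperature. The stages are the same in both.

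The authors trimmed reads with cutadapt, aligned them to DM6 with STAR, counted them per gene with featureCounts and made normalized log2 CPM values in edgeR, and they deposited 1 table of these log2 values for 11458 genes. The paper's text does not name the annotation, the strand setting of the counting, the filter on low genes, the scaling of the libraries or the prior count. From the deposited log2 values, the prior count was found to be 2 reads on average and the scaling factors to lie between 0.923 and 1.10, and every listed gene had at least 10 reads in at least 2 samples. Whole reads were recovered for 100% of the values. Between 85035438 and 114679078 reads per sample were counted on genes. The 10 most abundant genes took 7.24% to 10.5% of the reads of a sample. These depths mean that counting error is small for all but the lowest genes, so the number of samples per stage limits the precision more than the depth. A fold change against a stage with 3 reads or fewer in every sample is given as a lower bound.

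Gene symbols were taken from a table of gene IDs for 11427 of the 11458 genes; 1 more came from a table of annotated genes and 1 from the paper's supplement, and 29 remained without a symbol. Positions are those in the deposited table, and the start of every listed gene that could be compared lay near that of the reference annotation of the same build. Where exons of another gene overlap those of a named gene by a large share, this is said, since the counting is not stated to use strand.

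All tests across genes were run in limma 3.58.1 under R 4.3.3 (lmFit and eBayes with a variance trend) on the deposited log2 CPM values, because they are not counts. All 8 samples entered 1 fit, which gives the L3 samples the spread estimated over all stages. The 9403 genes above 1 CPM in at least 2 samples were tested in 3 comparisons, and p-values were adjusted within each comparison with the Benjamini-Hochberg method and called at 0.05. The list of cell cycle genes is that of Supplementary Table 1. It was tested against the other genes with camera (preset correlation 0.01), with an estimated correlation and with fry as further tests. Random lists, 10000 in number, were matched to the list on mean expression in 20 bins, and on expression and length in 20 and 5 bins. A further 14 lists were tested with camera and adjusted together over 42 tests: the replication, mitosis, meiosis and germline, and cell cycle inhibitor genes, the E2F and DREAM components, and marker lists for phototransduction, photoreceptor differentiation, the morphogenetic furrow, male-specific RNA, hemocytes, fat body, muscle, neurons of the brain and the antenna. The last pair of lists was written after the data had been opened but before they were tested. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

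The fit was tested on simulated data with 200 changed genes among 9403, each changed 2-fold. In the comparison of 24 h APF with L3, 198 (99%) were recovered, with 6 false calls among 204. The simulation gave every gene the same spread beyond counting error and held no carried-over transcripts. Far more genes were called in the deposited data, so these shares do not measure how the fit performs there.

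The genes named in the text were chosen by a rule set before the data were examined: the genes the paper names, and in each comparison the 3 largest falls and the 3 largest rises inside and outside the list among called genes whose groups do not overlap, together with members of the short lists above.

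Alternatives set before the data were examined were no filter on low values, a filter at 4 CPM, log2(CPM + 1), quantile normalization, centring on the median of the tested genes, no variance trend, robust empirical Bayes, fits with only the 2 stages compared, a replicate block, a required change of at least 2-fold, adjustment over the list alone, the other set tests, the list without its meiosis and germline genes, and leaving out each sample in turn. Chosen after seeing the data were library totals in place of the authors' scaling, limma voom on the recovered reads, and values with the shares of carried-over transcripts taken out. The wing and brain RNA-Seq data, the ATAC-Seq data and the mouse data were not analysed here.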

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

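The tests in this part were chosen after the patterns had been seen, apart from the camera tests of the gene lists and the fits with a sample left out.

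Transcripts typical of 44 h APF were present in 2 of the 3 samples of 24 h APF at a nearly constant share. The paper does not discuss these genes. In 24 h APF replicate 2, 31 genes that are above 100 CPM at 44 h APF, and at or under 0.1% of that level in 24 h APF replicate 1 and in both L3 samples, were at 0.332% of their 44 h APF level at the median, with a range from 0.279% to 0.524%. In 24 h APF replicate 3 they were at 0.669%, with a range from 0.593% to 0.952%. The highest share in replicate 3 was 1.60 times the lowest, while the level of these genes at 44 h APF spanned 252-fold. An earlier start of these genes in 2 of the samples would leave some abundant genes of 44 h APF still near 0, but the lowest share among all 1957 genes above 100 CPM at 44 h APF was 0.258% in replicate 2 and 0.571% in replicate 3. Among the 4649 genes above 30 CPM at 44 h APF the lowest share was 0.245% in replicate 2 and 0.303% in replicate 3. Both are those of CG34115, a gene singled out after its values were seen, with 10 and 11 reads there; the next lowest shares were 0.258% and 0.55%. None of the 4649 genes was under 0.2% in replicates 2 and 3, and 81 were in replicate 1. In replicate 1, 64 of the 1957 genes above 100 CPM were also under 0.2%, which argues against an exchange of reads spread evenly over all libraries. One whole eye of the later stage among the 16 would give a share of 6.25%, far above the 0.669% measured. RNA or reads carried over from 44 h APF material into these 2 samples would give such a constant share, and the values needed for it are there. Whether the material was tissue, RNA, library or reads of a shared flow cell stays open. The genes affected most are those with the largest rises at 44 h APF. CG34461 had 0.0305 CPM in 24 h APF replicate 1 but 13.5 and 29.1 CPM in replicates 2 and 3, so its rise from 24 h to 44 h APF, a log2 fold change of 10.72 in the fit, is lowered by these 2 samples. With the estimated shares taken out, 3825 genes were lower and 3205 higher at 44 h APF than at 24 h APF, against 3814 and 3191 with the values as deposited.

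The same pattern appeared between L3 and 24 h APF. In L3 replicate 1, 10 genes above 30 CPM at 24 h APF were at 1.08% of their 24 h APF level at the median, with a range from 0.942% to 1.32%, against 0.136% in L3 replicate 2. The 10 genes were chosen as those at or under 0.2% in L3 replicate 2. Their shares there also lay within 2.04 times of each other, so L3 replicate 2 is not shown to be free of the pattern. The lowest share among all 1870 genes above 100 CPM at 24 h APF was 0.914% in L3 replicate 1 and 0.0977% in L3 replicate 2. A whole eye among the 16 is argued against by the 1.08%, and RNA or reads carried over from 24 h APF material has the values it needs, the 0.914% among them. An older age of L3 replicate 1 would leave some abundant genes of 24 h APF still near 0 there, but the lowest share among the 4497 genes above 30 CPM at 24 h APF was also 0.914%, and none was under 0.2%, against 10 in L3 replicate 2. The shares of the 10 chosen genes in L3 replicate 1 lay within 1.40 times of each other, while their level at 24 h APF spanned 846-fold. This argues against a difference in age as the whole cause. A lack of genes under 0.2% was not confined to the samples flagged here. For genes above 30 CPM at 24 h APF, the lowest shares in the 44 h APF samples were 0.376%, 0.448% and 0.228%. For genes above 30 CPM at L3, they were 0.213% and 0.338% in 24 h APF replicates 1 and 3. Going the other way, 6 of these L3 genes were under 0.2% in 24 h APF replicate 2. In the 44 h APF samples, 18, 15 and 16 of them were. The cause of these shares was not tested. The largest rises outside the list from L3 to 24 h APF are affected by the shares in L3 replicate 1. nompA had 1.84 CPM in L3 replicate 1 and 0.191 CPM in L3 replicate 2. CG18735 had 10.8 and 1.42 CPM, and CG13023 had 294.5 and 34.8 CPM.

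Muscle genes differed between the samples of 44 h APF. The 7 tested of 8 muscle genes were higher in replicate 1 than in replicate 2 by 2.89 on the log2 scale at the median, while the medians of 10000 random lists of 7 genes of the same mean expression lay between -1.05 and 0.74. Mhc was at 6.45, 4.03 and 5.87 log2 CPM in replicates 1, 2 and 3, and Mlc2 at 6.54, 3.63 and 5.99. The scaling of the libraries does not account for this, since the median difference of all tested genes between these replicates was -0.011. Muscle tissue taken along in the dissection in differing amounts would move these genes together, as they did. Of these genes, 2 were above 1 CPM on average at L3. The stage does not separate the replicates, and no biological explanation was tested. Such tissue could also add to the rise of the muscle genes from 24 h to 44 h APF, where the list lay above the other genes by 5.16 on the log2 scale (7 of 7 genes higher, camera with Benjamini-Hochberg adjustment over 42 tests, adjusted p = 0.0237, and 0.478 with an estimated correlation; the list was not called with limma voom on the recovered reads, where the difference was 5.08).

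Fat body genes differed between the L3 samples. The 6 genes were higher in L3 replicate 2 than in replicate 1 by 3.85 on the log2 scale at the median (6 of 6 higher), while the medians of 10000 random lists of 6 genes of the same mean expression lay between -1.04 and 1.38. Fbp1 was at 2.11 log2 CPM in replicate 1 and 7.76 in replicate 2, and Lsp2 at 1.18 and 5.66. The median difference of all tested genes was 0.000, which argues against the scaling of the libraries. Fat body tissue taken along in the dissection of replicate 2 would raise these genes together, as was seen. All 6 genes were above 1 CPM on average at L3, and no biological explanation was tested. The difference of the fat body list from other genes between 24 h APF and L3, -2.32 in the fit of all samples, was 0.027 without L3 replicate 2 and -3.66 without L3 replicate 1. Between 44 h APF and L3 it was -1.10 in the fit of all samples, 1.25 without L3 replicate 2 and -2.72 without L3 replicate 1. L3 replicate 2 thus sets both differences, and the direction of the second. Hemocyte genes were higher in L3 replicate 2 as well, by 1.43 on the log2 scale at the median, with 5 of 6 genes higher.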

How the results depend on the processing

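The tests of other splits in this part were written down after their results had been seen, and the tests of scaling, gene length and low read numbers before.

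Across the alternatives, 26 main results were recomputed, giving 522 values. Of these, 498 kept their direction and their side of the threshold, stayed within 1.5 times for a number of genes, or, for 16 values without a test, moved by less than the spread between samples. One of these 16, E2f1 from L3 to 24 h APF without L3 replicate 2, took the opposite sign (-0.082 against 0.004). The difference between the cell cycle list and the other genes kept its direction in every alternative tried, from -1.20 to -1.09 for 24 h APF against L3, from -1.85 to -1.63 for 44 h APF against L3 and from -0.72 to -0.58 for 44 h APF against 24 h APF. With each sample left out it lay between -1.17 and -1.14, between -1.77 and -1.74 and between -0.69 and -0.64. Where an L3 sample was left out, L3 kept 1 sample, and its comparisons have a value but no test. The gene set test with camera does not depend on the robust setting, which was not run for it.

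A required change of at least 2-fold lowers every number of genes by its construction. It left 156 listed genes lower and 4 higher at 24 h APF than at L3, 4 higher at 44 h APF than at L3, and 101 lower and 5 higher at 44 h APF than at 24 h APF. Among all tested genes it left 1325 lower and 1835 higher at 24 h APF than at L3, 2014 lower and 2436 higher at 44 h APF than at L3, and 1174 lower and 1530 higher at 44 h APF than at 24 h APF. The number of listed genes higher at 44 h APF than at 24 h APF, 19, was 11 with quantile normalization and 11 with library totals.

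The scaling of the libraries moves the balance of lower and higher genes. The median log2 fold change of all tested genes was -0.01, -0.03 and -0.08 in the 3 comparisons with the authors' scaling. With library totals it was 0.17 for 24 h APF against L3 and -0.27 for 44 h APF against 24 h APF, with quantile normalization -0.24 for 44 h APF against L3 and -0.23 for 44 h APF against 24 h APF, and with centring -0.15 and -0.18. With library totals, an alternative chosen after seeing the data, 2652 genes were lower and 4097 higher at 24 h APF than at L3, so that 39.3% of the calls were lower against 50.7% with the authors' scaling, and 4832 were lower and 2573 higher at 44 h APF than at 24 h APF, 65.2% against 54.5%. Differences between the list and the other genes do not change with a factor common to all genes of a sample.

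For E2f1 the change from L3 to 24 h APF was near 0 and took either sign. It was -0.014 with centring, -0.03 with a replicate block and from -0.082 to 0.091 with each sample left out, and with library totals it was 0.18 with an adjusted p of 0.0428 (limma; the range over the alternatives was 0.0428 to 0.968). For stg the rise from L3 to 24 h APF passed the threshold with quantile normalization (0.35, adjusted p = 0.0457), with only the 2 stages compared (0.29, adjusted p = 0.00959), with library totals (0.465, adjusted p = 0.0183) and with limma voom on the recovered reads (0.29, adjusted p = 0.0156). It also passed without 44 h APF replicate 1 (adjusted p = 0.0115) and without 44 h APF replicate 3 (adjusted p = 0.0304), where the rise itself stays at 0.29 and the shared spread changes. With each sample left out the rise was between 0.21 and 0.36. Apart from these fits, whose own construction changes the spread, the cause was not tested.

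Of the other genes named, 4 took the opposite sign in some setting. Rbf from L3 to 24 h APF was 0.15 with library totals and from -0.055 to 0.003 with each sample left out. From 24 h to 44 h APF, Cdk4 (0.19 and called in the fit of all samples) was -0.01 with library totals and not called with quantile normalization (0.11), with centring (0.079) or without 24 h APF replicate 1 (0.18), 24 h APF replicate 2 (0.17) or 44 h APF replicate 3 (0.15), Myc was -0.006 with centring and -0.095 with library totals, and Trl (-0.03 and not called) was between -0.076 and 0.042 with each sample left out and -0.33, called, with quantile normalization. The cause was not tested. Over the single genes, 14 other values changed, 13 weaker and 1 stronger. Of the lists, the antenna list at 44 h APF against L3 was 0.20 without a filter on low values. The hemocyte list at 24 h APF against L3 was -0.46 without a filter, -0.12 with quantile normalization and between -0.31 and 0.35 with each sample left out, and at 44 h APF against 24 h APF it was 0.089 without a filter. The muscle list at 24 h APF against L3 was -0.40 with quantile normalization, -0.02 with a replicate block and between -0.45 and 0.83 with each sample left out, the lowest without 24 h APF replicate 3. The fat body list was -2.32 at 24 h APF and -1.10 at 44 h APF against L3 in the fit of all samples, and 0.027 and 1.25 without L3 replicate 2, the sample in which these genes were high; with each sample left out it lay between -3.66 and 0.027 and between -2.72 and 1.25. None of these list differences passed the threshold in the fit of all samples, and the cause of the changes was not tested. Over the lists, 106 other values changed, 13 weaker, 58 stronger and 35 moved, among them 3 of the changes of sign given above.

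Whether the replicate numbers pair the samples was not settled. The deviations of samples with the same number from their stage means had correlations of 0.055, 0.153 and 0.237 between 24 h and 44 h APF. Samples with different numbers had -0.211 to 0.109 there. Between L3 and the pupal stages the same numbers had -0.059, -0.197, -0.0043 and 0.035. Deviations cancel out within a stage, so these correlations are not independent of each other. With a replicate block, 234 listed genes lower at 24 h APF than at L3, 259 at 44 h APF than at L3 and 216 at 44 h APF than at 24 h APF were shared with the fit without it, and no number of called genes moved by more than 1.5 times.

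Of the 10 splits of the 6 pupal samples into 3 and 3, 1 split, the real one, gave as many listed genes lower, as many listed genes higher, as many of all tested genes lower and as many of all tested genes higher at 44 h APF than at 24 h APF, and 1 gave as large a difference between the list and the other genes. The 9 other splits gave 0 genes at an adjusted p under 0.05. At an unadjusted p under 0.05 they gave between 7 and 185, against 7158 for the real split. Their difference for the list was at most 0.25 in size. Every other split mixes samples of both stages, so the change between stages widens the spread within its groups. These numbers therefore do not measure false calls. With 10 splits the share cannot fall under 0.1, so this design cannot exclude a chance division of the samples by this count.

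The lower level of the cell cycle list at 44 h APF than at L3 was set against technical explanations. The scaling of the libraries moves all genes of a sample alike, whereas the list lay -1.742 from the other genes, beyond the 0.036 by which this difference varied between samples of a stage. Gene length is argued against by random lists matched on expression and length, among which the list had a percentile of 0. Low read numbers are argued against by the 205 listed genes above 1000 reads on average, whose median was -1.52. Depth limits only genes near the floor, such as those given as lower bounds.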

Other observations

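The tests in this part were chosen after the patterns had been seen, apart from the tests of the gene lists.

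Replication genes and mitosis genes of the list fell by similar amounts from L3 to 24 h APF, with a median log2 fold change of -2.17 for 34 replication genes and -2.29 for 53 mitosis genes. From 24 h to 44 h APF the medians were -0.46 and -1.77. In that step 23 replication genes were lower and 3 higher, against 48 lower and 1 higher among the mitosis genes (limma, adjusted p under 0.05). By 24 h APF the median replication gene had completed 77.4% of its fall on the log2 scale and the median mitosis gene 57%. A hypothesis is that replication genes may reach their low level earlier. The values cannot decide this, because the completed share takes 44 h APF as the end of the fall. Replication genes had no larger fall by 24 h APF, and their whole fall to 44 h APF was smaller, with medians of -2.97 against -4.40. The difference between the medians of both groups rose from 24 h to 44 h APF by 1.45 on the log2 scale, and it was higher in each of the 3 samples of 44 h APF than in each of the 3 of 24 h APF (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). A floor of the values that stops the fall of replication genes is argued against, since their median at 44 h APF was 2.286 log2 CPM, above the 1.03 of the mitosis genes. The scaling of the libraries cancels in this difference. A change in the share of cell types in the eye between the stages was not tested.

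Some listed genes went against the rest. Skp2 fell from L3 to 24 h APF (log2 fold change -3.51) and rose again by 44 h APF (log2 fold change 3.03, standard error 0.094, adjusted p = 3.59e-08 from limma), to 4.47 ± 0.09 log2 CPM (SD, n = 3) against 4.95 at L3. Miga and MAGE also rose from 24 h to 44 h APF, with log2 fold changes of 1.66 and 1.30. Sirup, Nt5c and PICK1 were the highest risers from L3 to 44 h APF, with log2 fold changes of 1.92, 1.83 and 1.80. Claspin, sub and BthD fell most by 24 h APF in the fit of all samples, with log2 fold changes of -6.56, -6.54 and -6.40. Over the alternatives these falls were as small as -4.505, -4.651 and -3.659. PCNA stayed between -5.694 and -5.308 there, so the ranking depends on the setting. BthD, with 17, 4 and 53 reads at 24 h APF, lay between -7.172 and -5.548 with each sample left out. At 44 h APF sub was at or under 3 reads in every sample, at least 920-fold lower than at L3. From L3 to 44 h APF, Cks30A and sip2 had log2 fold changes of -9.98 and -9.97, and polo had one of -5.38 from 24 h to 44 h APF. At 44 h APF, Cks30A had 5, 17 and 0 reads and sip2 had 7, 11 and 12. Over the alternatives the falls of Cks30A, sip2 and polo were as small as -5.961, -6.829 and -4.299.

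Of genes named in the paper, CycE fell at each step, with log2 fold changes of -1.20 (adjusted p = 5.89e-06 from limma) and -1.44 (adjusted p = 1.04e-06). PCNA fell from 7.67 ± 0.07 log2 CPM (SD, n = 2) at L3 to 2.06 ± 0.29 (SD, n = 3) at 24 h APF and -0.06 ± 0.79 (SD, n = 3) at 44 h APF. E2f2, Dp, CycD, Dref and M1BP were lower at 44 h APF than at L3, with log2 fold changes of -1.63, -1.35, -2.66, -1.52 and -0.66. Rbf did not change detectably by 24 h APF (log2 fold change -0.03, adjusted p = 0.700 from limma, and 0.003 without 24 h APF replicate 3) and was lower at 44 h APF than at L3 (log2 fold change -0.69, adjusted p = 7.97e-06). Cdk4 and Myc fell by 24 h APF, with log2 fold changes of -1.28 and -1.09; 61.2% of the exons of Myc overlap other genes. Trl, with 77.8% of its exons overlapped, was lower at 44 h APF than at L3 by a log2 fold change of -0.33 (adjusted p = 0.0232 from limma), but was not called without 44 h APF replicate 3 (-0.26) or with a replicate block (-0.27), and it was -0.82 with quantile normalization, which also called the change from 24 h to 44 h APF (-0.33, against -0.03). Su(H) rose by 1.50 on the log2 scale from L3 to 24 h APF and then had a log2 fold change of -2.12.

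Outside the list, CG15282, hui and Dfd had the largest falls from L3 to 24 h APF in the fit of all samples. Their log2 fold changes were -8.87, -8.51 and -8.39. At 24 h APF, CG15282 had 11, 3 and 18 reads, hui 51, 10 and 74, and Dfd 5, 0 and 7. Over the alternatives these falls were as small as -5.465, -6.446 and -4.065. From 24 h to 44 h APF, E(spl)m8-HLH, E(spl)m4-BFM and CG42749 had log2 fold changes of -8.01, -7.93 and -7.92. Over the alternatives they were as small as -3.994, -4.735 and -7.545. Osi12, at or under 3 reads in both L3 samples, was at least 30800-fold higher at 44 h APF, and ato was at least 1026-fold lower at 44 h APF than at L3.

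The other lists were tested with camera, adjusted over 42 tests, of which 17 were called. The fry test, which asks whether the genes of a list change and does not set them against other genes, called 34 of the 42: these 17, and 17 more that camera did not call. The 8 it did not call are fat body and hemocytes in each comparison, muscle at 24 h APF against L3 and neurons of the brain at 44 h APF against 24 h APF. With an estimated correlation camera called 5 of the 17, namely mitosis in all 3 comparisons and replication at 24 h and 44 h APF against L3. Values are given as the difference of the list from other genes, log2, for 24 h APF against L3, 44 h APF against L3 and 44 h APF against 24 h APF. The replication list had -2.16, -2.95 and -0.38 and the mitosis list -2.28, -4.38 and -1.70, all called. For meiosis and germline genes it was -1.31, -1.96 and -0.68, and for the E2F and DREAM components -0.74, -1.29 and -0.55; both lists were called in each comparison. The cell cycle inhibitors had -0.75, -1.29 and -0.59 and were not called. Phototransduction genes had 3.27 and 6.78, both called, and 1.88, not called. Their size depends on the processing: without a filter on low values the values were 3.08, 4.50 and 0.76, with a filter at 4 CPM 3.37, 8.79 and 5.24, the last now called, and with log2(CPM + 1) 1.99, 3.66 and 1.86. With the carried-over shares taken out they were 3.19, 6.92 and 1.89. The difference at 44 h APF against 24 h APF was also called with quantile normalization (1.91), centring (1.88) and library totals (1.88). Photoreceptor differentiation genes had 0.65, called, and 0.45 and -0.46. The morphogenetic furrow genes had -3.03, -4.49, called, and -1.40. The list named male-specific RNA, with 2 genes tested, had 0.44, -1.47 and -1.84. The samples are labelled as female, and both genes were above 1 CPM on average at L3: roX1 had 5.61 and 7.32 CPM at L3, 5.24 to 6.10 CPM at 24 h APF and 0.447 to 0.546 CPM at 44 h APF, and msl-2 had 21.1 and 15.7 CPM at L3. Unlike roX1, msl-2 stayed high at 44 h APF, with 27.12 to 30.35 CPM, so the list did not move as a set. No sample from males was analysed to set these levels against, and they are no ground to doubt the label. For hemocytes it was 0.01, -0.42 and -0.37, for fat body genes -2.32, -1.10 and 1.28, for muscle genes 0.51, 6.07 and 5.16, of which the last was called, and for the antenna, with 3 tested genes, -1.77, -1.65 and 0.24. Genes of neurons of the brain, with 6 genes tested, had 4.57, 4.52 and 0.52 and were not called. Of the 9 genes of this list with values, 1 was above 1 CPM on average at L3.

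Single samples decide some of these list differences. For fat body genes the difference at 24 h APF against L3 was 0.027 without L3 replicate 2, -3.66 without L3 replicate 1 and -1.53 without 24 h APF replicate 2. At 44 h APF against L3, -1.10 in the fit of all samples, it was 1.25 without L3 replicate 2, the opposite direction, -2.72 without L3 replicate 1 and -0.69 without 44 h APF replicate 1. At 44 h APF against 24 h APF it was 0.66 without 24 h APF replicate 2. For hemocytes at 24 h APF against L3 it was -0.31 and 0.35 without L3 replicates 1 and 2, and -0.044, -0.018 and 0.19 without 24 h APF replicates 1, 2 and 3; at 44 h APF against L3 it was -0.76 and -0.076 without L3 replicates 1 and 2. For muscle genes at 24 h APF against L3 it was 0.83 without 24 h APF replicate 1 and -0.45 without replicate 3. The antenna list at 44 h APF against 24 h APF had 0.38 without 44 h APF replicate 3, and genes of neurons of the brain had 0.85 without 24 h APF replicate 2 and 0.90 without 44 h APF replicate 3. Some lists that were not called by camera passed the threshold when 1 sample was left out. Without 24 h APF replicate 1 these were the antenna list (-1.79) and the morphogenetic furrow genes (-3.04) at 24 h APF against L3, the cell cycle inhibitors (-1.29) and muscle genes (6.07) at 44 h APF against L3, genes of neurons of the brain in both comparisons with L3 (4.60 and 4.52), and phototransduction genes at 44 h APF against 24 h APF (1.89). Without 44 h APF replicate 3 they were the cell cycle inhibitors at 44 h APF against L3 (-1.37) and genes of neurons of the brain in both comparisons with L3 (4.57 and 4.65). Without 44 h APF replicate 2 they were muscle genes at 44 h APF against L3 (6.93) and, as without replicate 1, genes of neurons of the brain at 24 h APF against L3 (4.57).

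Other settings also changed calls of these lists by camera. At 24 h APF against L3, the antenna list was called with log2(CPM + 1) (-1.63), with only the 2 stages compared (-1.77), with a replicate block (-1.57) and with library totals (-1.77), while without a filter on low values it was -0.04 and not called. The morphogenetic furrow genes were called without a filter on low values (-3.06), with log2(CPM + 1) (-2.90), with only the 2 stages compared, library totals or limma voom (each -3.03) and with a replicate block (-2.90). Genes of neurons of the brain were called without a filter (3.58), with centring or only the 2 stages compared (both 4.57), with a replicate block (4.55) and with the carried-over shares taken out (4.76). The same genes were called at 44 h APF against L3 with centring (4.52), a replicate block (4.73), library totals (4.51) and the carried-over shares taken out (4.73). In that comparison the cell cycle inhibitors were called without a filter (-1.34) and with library totals (-1.29), and muscle genes without a filter (5.68) and with centring or only the 2 stages compared (both 6.07). Muscle genes at 44 h APF against 24 h APF lost their call with limma voom (5.08).

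The filter on low values and the log scale also moved some list differences by over 1.5 times without changing a call. Without a filter, neurons of the brain at 44 h APF against 24 h APF had 0.039. A filter at 4 CPM gave them 1.00, fat body genes -1.17 at 24 h APF and -0.27 at 44 h APF against L3, meiosis and germline genes -1.16 at 44 h APF against 24 h APF, and hemocytes 0.42, -0.65 and -1.01 in the 3 comparisons. With log2(CPM + 1), fat body genes had -1.30 at 24 h APF against L3 and 0.83 at 44 h APF against 24 h APF, the male-specific list -0.81 at 44 h APF against L3 and -1.19 at 44 h APF against 24 h APF, mitosis genes -1.09 at 44 h APF against 24 h APF, muscle genes 0.20, 3.56 and 3.39 in the 3 comparisons, neurons of the brain 2.07 at 24 h APF against L3, and hemocytes 0.071 at 24 h APF against L3. Quantile normalization gave the antenna list 0.083 at 44 h APF against 24 h APF and hemocytes -0.71 at 44 h APF against L3. For hemocytes at 24 h APF against L3 a replicate block gave 0.098 and the carried-over shares taken out 0.027, and for muscle genes in that comparison the carried-over shares taken out gave 0.21.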
